# Simultaneous miRNA and mRNA Transcriptome Profiling of Differentiating Equine Satellite Cells Treated with Gamma-Oryzanol and Exposed to Hydrogen Peroxide

**DOI:** 10.3390/nu10121871

**Published:** 2018-12-02

**Authors:** Karolina A. Chodkowska, Anna Ciecierska, Kinga Majchrzak, Piotr Ostaszewski, Tomasz Sadkowski

**Keywords:** gamma-oryzanol, equine satellite cells, miRNA, target genes, hydrogen peroxide, muscle injuries, apoptosis, oxidative stress

## Abstract

Gamma-oryzanol (GO) is a popular supplement for performance horses, dogs, and humans. Previous studies indicated that GO supplementation decreases creatine kinase activity and lactate level after exercise and may affect oxidative stress in Thoroughbred horses. GO may change genes expression in equine satellite cells (ESC). The purpose of this study was to evaluate the effect of GO on miRNA, gene expression, oxidative stress, and cell damage and viability in differentiating ESC pretreated with hydrogen peroxide (H_2_O_2_). ESCs were obtained from a young horse’s skeletal muscle. ESCs were pre-incubated with GO (24 h) and then exposed to H_2_O_2_ for one hour. For the microRNA and gene expression assessment, the microarray technique was used. Identified miRNAs and genes were validated using real time-quantitative polymerase chain reaction. Several tests related to cell viability, cell damage, and oxidative stress were performed. The microarray analysis revealed differences in 17 miRNAs and 202 genes between GO-treated and control ESC. The tests related to apoptosis, cell viability, and oxidative stress showed that GO affects these processes to varying degrees. Our results suggest that GO can change miRNA and gene expression and may impact the processes involved in tissue repairing after an injury.

## 1. Introduction

Gamma-oryzanol (GO), a component of rice bran, is a mixture of ferulic acid esters, which are formed by esterification of the hydroxyl group of sterols (campesterol, stigmasterol, and *β*-sitosterol) or triterpene alcohols (cycloartanol, cycloartenol, 24-methylenecycloartanol, and cyclobranol) with the carboxylic acid group of ferulic acid [1,2,3]. Previous studies suggested that GO has a variety of biological effects, including cholesterol-lowering, glucose metabolism [4,5,6], anti-inflammatory [7], and anti-oxidant activities [6]. In vitro GO antioxidant activity was reported to be four times higher than vitamin E [8] and has been used to treat hyperlipidemia and increase muscle mass [9]. Studies have also shown that GO increases not only improved muscle strength due to resistance training [10] but also the concentration of growth hormone, testosterone, and other anabolic or muscle building hormones. GO is known to affect gene expression and several metabolic pathways related to inflammation [11,12] and oxidative stress [13]. Szczesniak et al. [14] demonstrated that GO may affect different processes in differentiating equine satellite cells (ESCs), including inhibition of myoblast differentiation, and increased proliferation and differentiation.

Muscle wasting in horses increases the risk of morbidity/mortality in primary muscle diseases and secondary muscle disorders. A few types of equine muscle disorders and myopathies cause the exercise intolerance [15]. Physical exercise can cause oxidative stress. Several studies showed that the pathogenesis of exercise-induced myopathies and inflammation in horses may be related the reactive oxidative species (ROS) generated during different kinds of effort [16,17]. ROS may damage not only the basic cellular structure but may also cause DNA damage [18]. 

Apoptosis, which is a type of cell death occurring during the development of mammalian muscles, plays an important role in removing unnecessary, damaged, or potentially dangerous cells [19]. A number of factors induce apoptosis, like DNA damaging factors, oxidative stress, or partial ischemia. As mentioned above, effort and physical exercise may lead to disturbance and damage of skeletal muscle. It has also been demonstrated that intense exercise could lead to apoptosis in skeletal muscles [20]. The mechanism in which post-exercise apoptosis is activated may be related to oxidative stress and the generation of free radicals. Satellite cells, which play a fundamental role in muscle regeneration, are sensitive to apoptotic cell death as they proliferate [21] and differentiate [22]. The first 24 h after myotrauma is a critical period during muscle regeneration. During this stage, several molecular changes prior to cell division occur. However, the sensitivity of satellite cells to apoptotic death within this time has not been determined. In healthy organisms, antioxidants protect satellite cells against ROS. However, excessive ROS production (which is observed during exercise, some myopathies, and muscle disease) signals the potential vulnerability of satellite cells to apoptosis following myotrauma. Apoptosis may be a mechanism responsible for the depletion of satellite cells in old animals and degenerative skeletal muscle [21,23].

A number of genes and miRNAs were previously described as being involved in cellular and metabolic processes, observed during effort, inflammation, or aging in muscular tissue [24,25]. We hypothesize that GO pre-incubation may change miRNA and the gene profile of differentiating equine satellite cells treated with hydrogen peroxide (H_2_O_2_). Our observations suggest that GO may affect various physiological and pathological processes in muscular cells in multiple ways. Our study may provide a supplement to existing knowledge on the effects of gamma-oryzanol on muscle cells. The results can be a source of information for further research on the effects of gamma-oryzanol on muscle cell regeneration after damage associated with exercise and certain diseases (myopathies), oxidative stress, or the apoptosis-related effects of this compound.

## 2. Material and Methods

### 2.1. Muscle Samples and Cell Culture

Samples were obtained from an equine slaughter house. Muscle cuts were taken from six 6-month old stallions. All the horses were previously clinically examined. Muscle samples were washed in 100 mL phosphate buffered saline (PBS, Invitrogen, Carlsbad, USA) mixed with *Penicilinum crystalicum* (20,000/40,000 units (U), PC; Polfa, Tarchomin, Poland). Connective and fat tissue were separated from the sample, which was suspended in mixture of fetal bovine serum (FBS, Thermo Fisher Scientific, Waltham, MA, USA) and 10% dimethyl sulfoxide (DMSO, Sigma Aldrich, Poznań, Poland). After gradually freezing to −80 °C, tissue was snap-frozen in liquid nitrogen and stored until use.

### 2.2. Satellite Cells Isolation

Equine satellite cells (ESC) were isolated based on the same protocol as described by Chodkowska et al. [25]. The growth medium was changed every two days. Based on the cell viability (MTT; 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide assay) and fusion index, the best primary cell line was chosen [25,26].

### 2.3. Satellite Cells Proliferation, Differentiation, and Treatment

On the 10th day of proliferation, cells were trypsinized. The next step was counting the cells using a Scepter Cell Counter (Merck Millipore, Darmstadt, Germany) and transferring 30,000 cells/well to Cellware 6-well plate covered by Collagen I (Greiner Bio-One, Monroe, NC, USA). When the cells obtained 80% confluence, the proliferation medium was replaced by differentiation medium (2% HS/ Dulbecco’s Modified Eagle Medium (DMEM)/AB). After the 2nd day of differentiation, 0.125 µM of GO (TCI Chemicals, Portland, USA), dissolved in 0.04 µL/mL DMSO as a vehicle, which was also used in the control medium, was added for 24 h. The MTT assay was used to choose the concentration of GO and H_2_O_2_ [25]. During the last part of the experiment (the last one hour of GO incubation), H_2_O_2_ (3 mM, Sigma Aldrich, Poznań, Poland) was added. The main purpose of H_2_O_2_ administration was to cause cell damage (Figure 1).

### 2.4. RNA Isolation 

After the GO/H_2_O_2_ incubation, differentiated ESCs were scraped for the total RNA isolation (*n* = 6 each from GO-treated and control groups) using a miRNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol previously described by Chodkowska et al. [25]. Only RNA samples with RNA integrity number (RIN) number ≥ 9.2 were included in the further analysis. 

### 2.5. Microarray Analysis

Custom-made equine miRNA 8 × 15 K microarray slides by Agilent Technologies (Santa Clara, CA, USA), designed using Agilent eArray platform; GEO database: GPL20990, were used for miRNA profiling. 

MiRNA was isolated from 8 equine satellite cell cultures for both GO-pre-treated (*n* = 8) and the control group (*n* = 8). The isolation procedure was previously described by Chodkowska et al. [25]. In this procedure, 100 ng total RNA of each sample was used for further analysis using a commercial labeling and hybridization kit according to manufacturer protocol (Hyb Kit (Version 2.3, December 2010, Agilent Technologies, Santa Clara, USA). Slides were scanned with a Microarray Scanner (model G2565CA) with SureScan High-Resolution Technology (Agilent Technologies, Santa Clara, CA, USA).

All extracted data were normalized using the standard procedures described in the Agilent Feature Extraction (FE) Software Version 10.7.3.1 (Agilent Technologies, Santa Clara, CA, USA). 

The Horse Gene Expression Microarray, 4 × 44 K (*n* = 4) (Agilent Technologies, Santa Clara, CA, USA) was used to analyze gene expression profile. We used 825 ng of cDNA isolated from the GO-treated and the control group. The whole procedure was previously described by Chodkowska et al. [25].

The data were statistically analyzed using Gene Spring 13.0 software (Agilent Technologies, Santa Clara, CA, USA). The statistical significance of the differences was evaluated using Student’s test (*p* < 0.05). A Benjamini and Hochberg multiple testing correction was performed. False Discovery Rate (FDR ≤ 0.05) and fold change (FC) ≥ 1.3 were considered as statistically significant. Microarray data were deposited at the Gene Expression Omnibus data repository under the number for miRNA GSE122580 and for cDNA GSE122098.

### 2.6. Real-Time qPCR

MicroRNAs and genes involved in muscle injuries and tissue regeneration, muscle development, cellular proliferation, differentiation, migration, apoptosis, lipid and protein metabolism, and oxidative stress were selected for real-time quantitative polymerase chain reaction (RT-qPCR) validation and further analysis.

For miRNA RT-qPCR validation, miRCURY LNA^TM^ Universal RT microRNA PCR kit (Exiqon, Vedbaek, Denmark) was used based on the same protocol presented by Chodkowska et al. [25]. 

Primers were chosen based on the miRNA sequences assigned to microarray probes and provided by Exiqon (Vedbaek, Denmark). The relative gene and miRNA expression were calculated according to the following formula: ΔΔ Ct method (ΔΔCT = ΔCT (sample) − ΔCT (control)) using GenEX 6 software (MultiD, Göteborg, Sweden). 

Statistical analysis was performed using 2-tailed Student’s test (*t*-test). Values of *p* < 0.05 were considered statistically significant. U6 snRNA reference was used based on previous studies and the manufacturer recommendation (Exiqon, Vedbaek, Denmark). The primers used in the assay are shown in Table 1A.

To verify microarray results for gene expression profiling, RT-qPCR was applied. All the steps for the RT-qPCR procedure were determined based on the protocols previously described by Chodkowska et al. [25]. 

The sequences of validated genes were obtained from Ensembl or the NCBI Gene database. Table 1b shows the primers used in this assay. All the primers were designed using Primer-BLAST NCBI, M.Zucker m-fold Web Server for nucleic acid folding and hybridization prediction. As a reference gene, *gapdh* was used. All the primers were prepared by Oligo IBB (Polish Academy of Science, Warsaw, Poland).

### 2.7. Ontological Analysis and Target Gene Prediction

Pathway Studio Web Mammal (Elsevier, Amsterdam, Netherlands) was used to analyse in detail the role of GO-modulated miRNAs and genes in various metabolic and signal pathways. Relationships between all differentially expressed miRNAs and genes were visualized with Pathway Studio’s Build Pathway functionality, which is based on the wave-propagation algorithm developed for the navigation through complex networks. Find Direct Links/All Objects Directions Algorithm was used in this analysis. 

To predict microRNA target genes, the TargetScan database was used. All identified GO-modulated miRNAs were analysed. Predicted targets of each miRNA family were sorted by total context+ score. All conserved/non-conserved miRNA families and target sites were scanned [25].

Ontological analyses revealing molecular functions, biological processes and pathways of miRNA targets were calculated in Database for Annotation, Visualization and Integrated Discovery (DAVID 6.7) online tool by Fisher’s exact test with *p* ≤ 0.05 [25].

### 2.8. Cell Viability, Cell Damage, and Oxidative Stress

Tests related to the oxidative stress, cell viability, and cell damage were performed to assess the impact of GO on the processes occurring in the cells after incubation with H_2_O_2_. Experimental conditions (incubation time, doses of GO and H_2_O_2_) were the same as in the procedure related to the microarray and RT-qPCR analysis.

All the commercial tests: CellROX^®^ Green Reagent Kit (containing SYTOX Red Dead Cell test; Life Technologies, Carlsbad, CA, USA), Total Antioxidant Capacity (TAC) Assay Kit (Abcam, San Francisco, CA, USA), Lipid peroxidation Assay Kit (Sigma Aldrich, Poznań, Poland), and JC-1 (Sigma Aldrich, Poznań, Poland) that were used to measure oxidative stress, cell death, lipid peroxidation, and mitochondrial depolarization in ESC, respectively, were performed based on the manufacturer’s protocol, previously described by Chodkowska et al. [25].

All acquired data were analysed using GraphPad software (GraphPad Software, La Jolla, CA, USA) and FlowJo (TreeStar, Ashland, OR, USA) (for qualitative flow cytometry assays).

## 3. Results

### 3.1. MiRNA Expression and Gene Ontology 

Analysis of the expression of differentiating equine satellite cells pre-incubated with GO (24 h) and exposed to H_2_O_2_ (1 h) revealed differences in the expression of 17 miRNAs. Among them, 5 demonstrated higher expression and 12 lower expression when compared to control (no GO pre-incubation) (Table 2). 

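Small RNA from differentiating equine satellite cells was measured on 16 single-colour Agilent arrays that carry 358 horse miRNAs. The GO group was incubated with GO (0.125 µM) for 24 h, and the control medium held the DMSO vehicle. In both groups H_2_O_2_ (3 mM) was present during the last 1 h of these 24 h. The paper gives n = 8 per group for the arrays and n = 6 for the RNA isolation, and the replicates are separate cultures only as the paper states them. By its methods a primary cell line was selected by viability and fusion index. The p-values and SDs given here therefore do not measure differences between animals. The arrays lie on 2 slides of 8, each slide holds a single group and was scanned on its own, so slide, scan and treatment cannot be told apart. The 2 sources of labels file the arrays in opposite ways. Each of the 16 columns of the authors' value table equals, at all 15035 spots, the scanner file that carries the same replicate number in the other condition. The scanner files place the control on slide 1 and GO on slide 2, and the value table places GO on slide 1 and the control on slide 2. Every difference is therefore given as slide 2 over slide 1 on the log2 scale, which is GO over control by the scanner files and control over GO by the value table. This direction opposes that of the study. In a setting close to the paper's, chosen after values were seen, the 17 folds of Table 2 ran as slide 1 over slide 2, with a largest gap of 0.013 log2. This bears on the filing that the study used, and not on which filing is right. The authors' signals were the intensities that Agilent Feature Extraction wrote after background subtraction, with no scaling between arrays. From these, replicate spots were averaged, the 2 to 4 probes of a miRNA were summed, and each array was divided by its 75th percentile over the miRNAs detected on every array. Values under a common floor were set to it, and limma with Benjamini-Hochberg adjustment compared the slides for the 134 miRNAs detected on at least 4 of 8 arrays of a slide. Calls of single miRNAs needed an adjusted p of at most 0.05 and a fold change of at least 1.3, and members of a miRNA group were counted at the adjusted p alone. Spots well above background numbered 3355 to 4689 (median 4460) of 14320 per array on slide 1 and 4747 to 5033 (median 4871) on 7 arrays of slide 2. Array 8 of slide 2 had 1628 such spots and a labelling spike-in signal of 1.76 (log10), against 3.52 to 3.65 on the other arrays. Array 6 of slide 1 had the widest spread of negative controls, 17.3 intensity units against 4.45 to 8.68 elsewhere. Results are given over all 16 arrays, as fixed before the data were examined, and over 15 arrays without array 8 of slide 2, a form looked at more closely after its signal was seen. The number of arrays limits the precision.

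**Figure D1:**
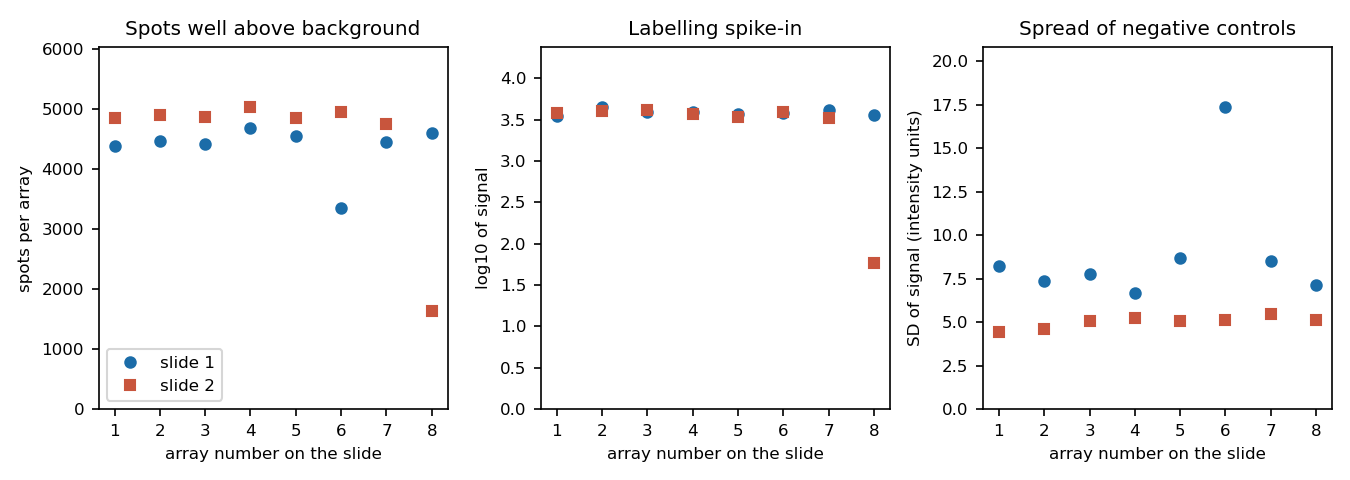
Quality of the 16 arrays by array number on the slide (circles, slide 1; squares, slide 2): spots well above background per array, log10 signal of the labelling spike-in, and standard deviation of the negative-control spots in intensity units. Array 8 of slide 2 lies at 1628 spots and 1.76 on the log10 scale, and array 6 of slide 1 at a spread of 17.3.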

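Over 16 arrays, 4 of the 134 miRNAs were higher on slide 2 and 2 were lower. miR-487b, a miRNA of the imprinted DLK1-DIO3 cluster, differed by 2.06 (standard error 0.381, adjusted p = 0.0025). miR-324-3p differed by 0.85 (standard error 0.0791, adjusted p = 2.5e-06), miR-424, a regulator of the cell cycle, by 0.70 (standard error 0.0864, adjusted p = 4.8e-05) and miR-199b-5p by 0.63 (standard error 0.105, adjusted p = 0.0011). For these 4 miRNAs, 8 of 8 arrays of slide 2 lay above the mean of slide 1. miR-212, processed from the same transcript as miR-132, differed by -0.91 (standard error 0.195, adjusted p = 0.0068) and the muscle-specific miR-133a by -0.53 (standard error 0.120, adjusted p = 0.0098), with 8 of 8 arrays below the mean of slide 1. By the filing of the value table, miR-212 and miR-133a were thus higher, and the other 4 lower, with GO. Over 15 arrays, 4 miRNAs were higher and 13 lower, among them the same 6. Leaving out array 6 of slide 1 as well, a choice made after the data were seen, gave 6 higher and 6 lower. The 4 higher miRNAs were again miR-487b, miR-324-3p, miR-424 and miR-199b-5p. The 13 lower ones were miR-188-5p, miR-212, miR-685, miR-133a, miR-208b, miR-133b, miR-1, miR-23b, miR-197, miR-134, miR-15a, miR-342-3p and miR-28-5p. Of these, miR-197 lay at the floor on 6 of 7 arrays of slide 2, so no exact difference is given. miR-15a, a sibling of miR-16 that restrains the cell cycle, differed by -0.47 (standard error 0.0743, adjusted p = 1.5e-04), and miR-342-3p by -0.45 (standard error 0.0452, adjusted p = 6.3e-06), each below the mean of slide 1 on 7 of 7 arrays. miR-197, miR-15a and miR-342-3p were chosen for naming after their values were seen.
The split into higher and lower miRNAs depends on the scaling. Over 15 arrays the median of all 134 miRNAs was -0.21, and 115 of the 134 differences were below 0. Of the miRNAs past the adjusted p, 6 lay above this median by the fold minimum and 6 below it. The median was 0.07 with the 75th percentile over all horse miRNAs, where 10 miRNAs were higher and 4 lower, and 0.12 with no scaling, with 11 higher and 3 lower. Scaling to the median of the miRNAs detected on all arrays gave 6 higher and 6 lower at a median of -0.04, and quantile normalization gave 6 higher and 4 lower. Without the fold minimum, 7 miRNAs were higher and 77 lower over 15 arrays, and 5 higher and 2 lower over 16. Counts of group members, given below at the adjusted p alone, are to be read beside this 77 of 134.

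**Figure D2:**
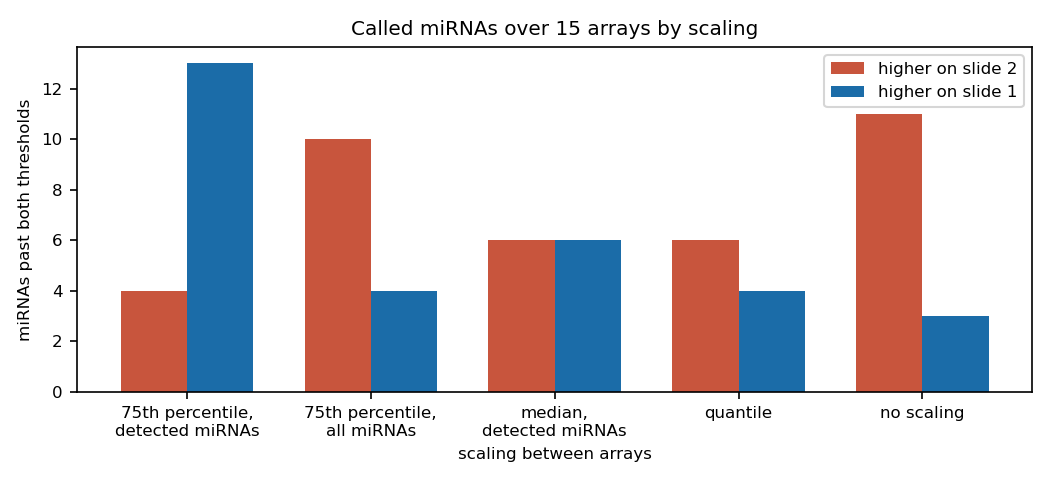
Number of miRNAs past both thresholds over 15 arrays under 5 scalings, drawn from 0. The main scaling gave 4 miRNAs higher on slide 2 and 13 higher on slide 1, and no scaling gave 11 and 3.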

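The 5 miRNAs that Table 2 lists as higher with GO all gave signal on every array of slide 1 and were lower on slide 2 without its array 8. Under each of 5 scalings the 5 lay below 0, and with no scaling 4 of them passed the test. miR-188-5p differed by -1.36 (standard error 0.248, adjusted p = 3.6e-04) over 15 arrays, and by -0.57 (standard error 0.607, adjusted p = 0.63, below on 7 of 8 arrays) over 16. miR-685 differed by -0.92 (standard error 0.136, adjusted p = 8.3e-05) over 15 arrays and by -0.36 (standard error 0.361, adjusted p = 0.62, below on 7 of 8 arrays) over 16. miR-208b, encoded in an intron of the slow myosin gene MYH7, differed by -0.62 (standard error 0.111, adjusted p = 3.3e-04) over 15 arrays. Each of the 3 lay below the mean of slide 1 on 7 of 7 arrays. Over 16 arrays miR-208b stood at 0.20 (standard error 0.579, adjusted p = 0.80), since array 8 of slide 2 alone lay above the mean of slide 1. Over 16 arrays 2 of the 5, miR-212 and miR-133a, were lower (2 when adjusted over the list alone), and over 15 arrays 5 of 5 were (5 when adjusted over the list alone).
Of the 12 miRNAs that Table 2 lists as lower with GO, 7 could be tested. miR-324-3p and miR-199b-5p were higher on slide 2 over 16 arrays (3 higher when adjusted over the list alone), and 5 of the 7 were over 15 arrays (5 when adjusted over the list alone). miR-92a stood at 0.94 (standard error 0.456, adjusted p = 0.37), miR-222 at 0.79 (standard error 0.304, adjusted p = 0.22) and miR-874 at 0.71 (standard error 0.438, adjusted p = 0.47) over 16 arrays, each above the mean of slide 1 on 8 of 8. miR-29c stood at 0.18 (standard error 0.201, adjusted p = 0.64, above on 7 of 8). miR-874 was at 0.05 (standard error 0.109, adjusted p = 0.72, above on 3 of 7 arrays) over 15 arrays. By the main criterion miR-675, miR-10a, miR-502-5p, miR-708 and miR-142-3p were detected on 0 of 16 arrays and have no fold, and miR-345-5p was detected on slide 2 alone. Agilent's criterion detected these 6 on 6 or 7 of 8 arrays of slide 2 and on 0 to 2 of 8 of slide 1. The study chose both lists on these samples, so their counts are not independent evidence of direction, and no test of the lists as sets is given.
Under the filing of the value table, 10 of the 12 tested miRNAs of Table 2 had its sign over 16 arrays and 11 over 15, and the remaining miR-345-5p has no fold, since it lay at the floor except on array 6 of slide 1, where it was not detected. The net signal of negative controls was 40.2 to 65.4 intensity units on slide 1 and 29.1 to 30.5 on slide 2.

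**Figure D3:**
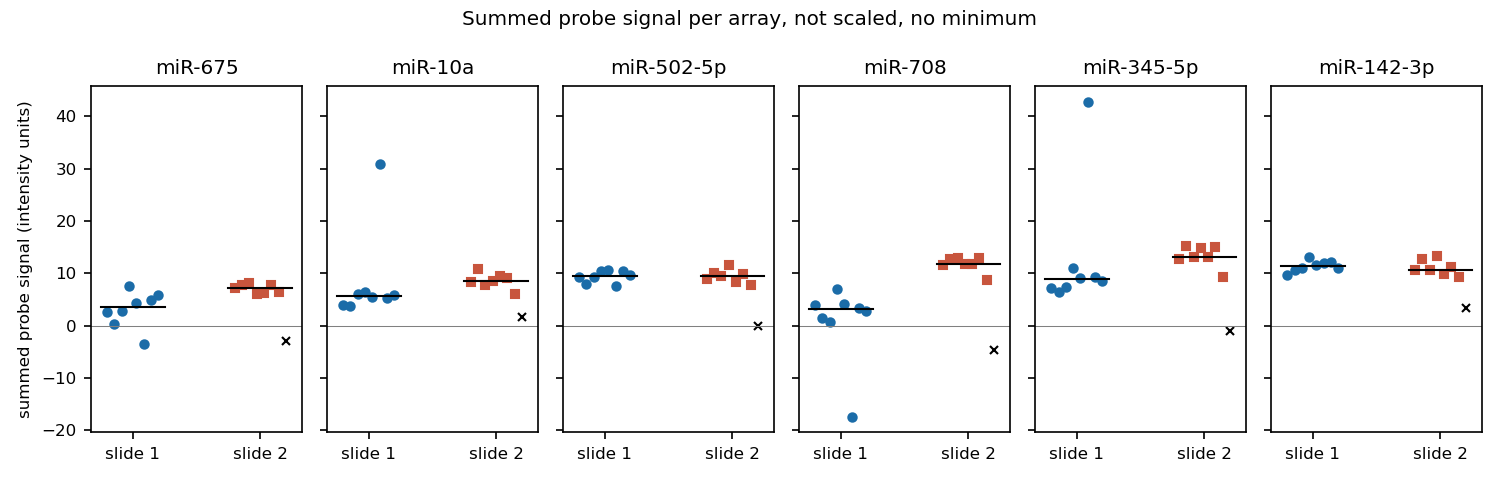
Summed probe signal per array in intensity units, not scaled and with no minimum, of 6 miRNAs that Table 2 lists as lower (circles, slide 1; squares, slide 2; cross, array 8 of slide 2), with lines at the medians without that array. The medians range from 3.14 to 11.3 on slide 1 and from 7.20 to 13.1 on slide 2.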

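Among miRNAs of muscle tissue, miR-133a was lower on slide 2, and miR-208b, miR-222 and miR-204b did not pass the test over 16 arrays. miR-204b, the form of miR-204 on the array, was detected on 1 of 8 arrays of slide 1 and 4 of 8 of slide 2 (Fisher's exact test, p = 0.282). It lay at the floor on 7 of 8 arrays of either slide, so no difference is given. miR-222, which targets the cell cycle inhibitor p27, was higher on slide 2 over 15 arrays and miR-29c was too. Of the 4 muscle miRNAs, 1 was lower over 16 arrays (1 higher and 1 lower when adjusted over the list alone), and 1 was higher and 2 lower over 15 (the same counts when adjusted over the list alone).
Of 6 miRNAs of proliferation and differentiation, 3 were tested. Over 16 arrays miR-133a was lower, with miR-208b and miR-222 not past the test (1 higher and 1 lower when adjusted over the list alone), at a median of 0.20 and a mean of 0.16 with camera below the others (adjusted p = 0.94). Over 15 arrays miR-222 was higher and miR-133a and miR-208b were lower (the same when adjusted over the list alone), with a mean of -0.32 (camera adjusted p = 0.93, and adjusted p = 0.96 with an estimated correlation). The apoptosis pair of miR-133a and miR-222 had 1 lower over 16 arrays (1 higher and 1 lower when adjusted over the list alone), and 1 of each over 15. For lipid and protein metabolism, miR-133a was lower over both sets of arrays, and miR-29c was higher over 15 alone. In the group of injury and immunity, 2 of 4 members were tested. miR-199b-5p was higher over 16 arrays (2 higher when adjusted over the list alone), and both miR-199b-5p and miR-222 were over 15. Of the hypertrophy pair, miR-199b-5p was higher and miR-212 lower over both sets. The study grouped by known function miRNAs that it had selected on these samples, so the groups are not independent evidence of direction.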

Identified miRNAs were divided into several groups according to previously described function: myomiRs and miRNA related to muscle tissue (miR-133a, miR-222, miR-204, miR-208b), cell proliferation and differentiation (miR-10a, miR-133, miR-208b, miR-222, miR-675, miR-708), apoptosis (miR-133a, miR-222), lipid and protein metabolism (miR-133a, miR-29c), tissue injury, muscle diseases, immunity response, and inflammation (also muscle dystrophies) regeneration (miR-142-3p, miR-199b, miR-222, miR-675 5), and muscle hypertrophy (miR-199b, miR-212). 

### 3.2. mRNA Expression and Gene Ontology

The difference in the expression of 202 genes (FC > 1.0) was analyzed using a cDNA equine microarray. After removal of the double or unmapped genes, we identified 161 genes that have been identified in different animal species. From this group, 148 genes were previously identified in *Equus caballus* (Table S1).

Among the identified genes, a large number were related to metabolic processes (primary metabolic processes such as protein, lipid, nucleobase-containing compound, and carbohydrate metabolic processes), and cellular processes like cell communication, cell cycle, and cytokinesis. Several genes are known to be involved in a process related to myogenesis, immunity, and apoptosis.

### 3.3. RT-qPCR Validation

Based on the identified miRNA and gene relations with processes—such as muscle development, proliferation, differentiation, hypertrophy, regeneration, inflammation, and oxidative stress—and ontological analysis using DAVID and Pathway Studio, three miRNAs (miR-133a, miR-345, miR-675) were selected as a single representative of the processes for further RT-qPCR analysis.

The analysis confirmed statistically significant differences in their expression between GO and control conditions (Table 3). Two validated miRNAs showed the same trend as microarray results. 

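miR-133a, which acts on serum response factor in muscle, was lower on slide 2 than on slide 1, the direction of the paper's RT-qPCR if the value table's filing holds and the opposite if the scanner files' does. Its summed probe signal, not scaled, was 1194 ± 93.1 intensity units (SD, n = 8) on slide 1 and 866 ± 361 (SD, n = 8) on slide 2, or 987 ± 122 (SD, n = 7) without array 8. The scaled values differed by an exact permutation test (p = 0.000155, two-sided, the smallest p that these permutations can give). This test takes the arrays as independent. Arrays of the same column of slide 2 resembled each other, so the p may be too small. miR-345-5p was detected on 0 of 8 arrays of slide 1 and 5 of 8 of slide 2 (Fisher's exact test, two-sided, p = 0.0256, adjusted p = 0.436 over the miRNAs of Table 2). By Agilent's own criterion it was detected on 2 of 8 and 7 of 8 arrays. Where detected, miR-345-5p lay under the common floor of the scaled values, so no fold is given, and its detection on slide 2 is the lower level with GO only by the value table's filing. In Table 3 the RT-qPCR gives miR-133a higher and miR-345 lower with GO. The number of arrays and the filing limit what these directions show.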

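miR-675, processed from the H19 transcript, was not detected by the main criterion, and Agilent's criterion found it on more arrays of slide 2. Its probe maps to chromosome 12 from 30529089 to 30529100 on EquCab1, the build that the headers of the array files name. miR-675 was detected on 0 of 16 arrays by the criterion used here, which asks for at least 50% of a probe's spots well above background. The median of its summed probe signal was 3.52 intensity units on slide 1 and 7.20 on slide 2 without array 8. Agilent's total gene signal for miR-675 stood at its minimum of 0.1 on 7 of 8 arrays of slide 1 and 1 of 8 of slide 2. By Agilent's criterion it was detected on 1 of 8 arrays of slide 1 and 7 of 8 of slide 2 (Fisher's exact test, adjusted p = 0.0429). With GO on slide 1, as in the value table, these minima lie in the GO group, and by the scanner files they lie in the control group. RT-qPCR gives miR-675 as higher with GO in Table 3.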

One, miR-675, presented a different trend from the microarray results.

Based on the same criteria as for miRNA, we chose five genes related to muscle development, oxidative stress, cell proliferation, differentiation, hypertrophy, and tissue regeneration for RT-qPCR validation. Four of them were statistically significant and presented the same trend as in the microarray results.

### 3.4. Prediction of miRNA Targets and Gene Ontology Enrichment

The entire set of 17 modulated miRNAs was analysed in order to identify their gene targets using TargetScan. This analysis revealed 2363 unique targets (Table S2). The highest potential in the regulation of target genes was observed in miRNAs: miR-133a and miR-142, which were shown to affect over 300 targets. Lower potential was observed in miR-29c and miR-675, for which the number of target genes ranged from one up to 10. All identified genes from the GE microarray and all predicted target genes for identified miRNAs from TargetScan analysis were compared in order to select genes regulated by GO-pre-incubation in ESC cultures exposed to H_2_O_2_. As a result of this analysis, we determined 22 potential differentially expressed target genes (DET) for the identified miRNAs.

Ontological analysis showed that targets of the identified miRNAs were significantly associated with cellular processes, muscle organ development, proteolysis involved in cellular protein catabolic process, muscle cell differentiation, positive regulation of biological processes, protein catabolic process, proteolysis, cell death, apoptosis, regulation of cell proliferation, and positive regulation of inflammatory process (Figure 2).

Signaling pathway analysis showed that 17 identified miRNAs could influence DET involved in several important pathways related to the physiological and pathological damage to muscle tissue and related GO activity.

### 3.5. Cell Viability, Cell Damage, and Oxidative Stress

#### 3.5.1. Cell Viability

To measure cell viability, the SYTOX Red Dead Cell test was used (as a component of CellROX Green Reagent kit). In this test an increased cell viability and decreased amount of dead cells were observed in ESC cells pre-treated with GO and incubated with H_2_O_2_, and then in a control group (incubated only with H_2_O_2_).

All the results from this test were statistically significant. The results of the SYTOX Red Dead Cell are presented on a Figure 3.

#### 3.5.2. Oxidative Stress and Cell Damage

Oxidative stress was measured using CellROX^®^ Green Reagent. Surprisingly, there was no significant difference between groups (Figure 4a). Similar results were obtained using the test for lipid peroxidation. There were no statistically significant differences between the GO-pre-treated group and control. However, a higher lipid peroxidation trend was observed in a control group. This, in turn, may indicate that GO has antioxidant activity and protects against free radicals. (Figure 4b).

Results obtained from a Total Antioxidant Capacity (TAC) assay showed significant differences between GO-pre-treated and control group. Higher antioxidant capacity was observed in GO-pre-treated group (Figure 4c).

A qualitative flow cytometry assay for mitochondrial depolarization (JC-1) showed significant differences between the Q2 population (monomers + aggregates in %) and Q4 population (JC-1) in GO-pre-treated groups and control. There was no significant difference between Q1 population (% of aggregates) and Q3 population (% of monomers) (Figure 5).

## 4. Discussion

### 4.1. Gamma-Oryzanol Affects miRNAs and Genes Related to Muscle Cell Proliferation and Differentiation and Processes Related to Muscle Cell Injury and Regeneration

MicroRNAs and their role in muscular tissue are being intensively studied, especially in humans and animal models associated with different kinds of dystrophies, effort, and injuries [27]. Knowledge is still limited concerning their function in injured equine muscle, influence on organ development, and their reaction to dietary factors like commonly used supplements in equine sport and veterinary practice. In this study, **s**imultaneous miRNA and mRNA transcriptome profiling of differentiating equine satellite cells treated with gamma-oryzanol and exposed to hydrogen peroxide was investigated. Microarray analysis showed differences in the expression of 17 miRNAs and 161 genes. Among the identified miRNAs and genes, several appear to be interesting due to the previously described function and their relation to the action of gamma-oryzanol.

### 4.2. Proliferation, Differentiation, and Muscle-Related miRNA and Genes

Among identified miRNAs, a large group was previously described as related to muscle development, myogenesis, and muscle cell proliferation and differentiation. miR-133a, known as myomiR, has distinct roles in modulating skeletal muscle proliferation and differentiation in cultured myoblasts in vitro [28,29]. 

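Over 15 arrays the myomiRs were lower on slide 2, except that miR-206 lay above 0 under the 75th percentile over all miRNAs, quantile normalization and no scaling. miR-133a differed by -0.64 (standard error 0.0694, adjusted p = 1.0e-05), miR-133b by -0.49 (standard error 0.0733, adjusted p = 8.3e-05), and miR-1, which promotes myoblast differentiation, by -0.42 (standard error 0.0695, adjusted p = 1.9e-04). miR-206, the skeletal muscle relative of miR-1, differed by -0.29 (standard error 0.0820, adjusted p = 0.0082). Each lay below the mean of slide 1 on 7 of 7 arrays. Less the median of all miRNAs, these were -0.43, -0.28, -0.21 and -0.07. All 6 myomiRs tested were lower under the main scaling (6 when adjusted over the list alone), against 4 with the median, 3 with the 75th percentile over all miRNAs, 2 with quantile normalization and 1 with no scaling. They had a mean of -0.47 (camera adjusted p = 0.071, and adjusted p = 0.89 with an estimated correlation). Over 16 arrays 1 of 6 was lower (1 when adjusted over the list alone, camera adjusted p = 0.40, and adjusted p = 0.57 with an estimated correlation), since miR-133b stood at -0.43 (standard error 0.167, adjusted p = 0.22, below on 8 of 8), miR-1 at -0.45 (standard error 0.248, adjusted p = 0.41, below on 8 of 8) and miR-206 at 0.07 (standard error 0.141, adjusted p = 0.72, above on 3 of 8). For the myomiRs over 16 arrays fry, which does not compare a list with other miRNAs, gave an adjusted p = 0.039. miR-486-5p, a myomiR that is also a marker of red blood cells and the 1 blood cell marker of 8 on the array that could be tested, differed by -0.37 (standard error 0.0867, adjusted p = 0.0026, below on 7 of 7) over 15 arrays. The paper draws on the known roles of miR-133a in myoblast proliferation and differentiation and places it with miR-222, miR-29c and miR-10a among the miRNAs of muscle development.
The 13 tested miRNAs that promote myogenic differentiation had 2 higher and 9 lower over 15 arrays (2 and 9 when adjusted over the list alone), but 11 of the 13 lay above 0 under the 75th percentile over all miRNAs and 12 with no scaling. Of all 134 miRNAs, 77 were lower at the same adjusted p. miR-29c differed by 0.15 (standard error 0.0418, adjusted p = 0.0066, above on 7 of 7 arrays) and miR-424 by 0.42 (standard error 0.120, adjusted p = 0.0082, above on 7 of 7). miR-29a differed by -0.20 (standard error 0.0230, adjusted p = 1.6e-05, below on 7 of 7) and miR-29b by -0.09 (standard error 0.0181, adjusted p = 0.0010, below on 7 of 7), and both lay above 0 with no scaling. Less the median of all miRNAs, miR-29a and miR-29b stood at 0.01 and 0.12. The list had a mean of -0.15 (camera adjusted p = 0.93, and adjusted p = 0.96 with an estimated correlation). Over 16 arrays miR-424 alone passed (1 when adjusted over the list alone), at a median of -0.12 and a mean of 0.03 (camera adjusted p = 0.94, and adjusted p = 0.98 with an estimated correlation).
Of 9 miRNAs that favour myoblast proliferation or block differentiation, 2 were higher and 2 lower over 15 arrays (1 and 2 when adjusted over the list alone), while 9 of 9 lay above 0 under the 75th percentile over all miRNAs and with no scaling. miR-487b differed by 1.44 (standard error 0.105, adjusted p = 2.2e-07, above on 7 of 7) and miR-222 by 0.30 (standard error 0.115, adjusted p = 0.037, above on 7 of 7), or 1.65 and 0.51 less the median of all miRNAs. miR-23a differed by -0.28 (standard error 0.0384, adjusted p = 5.0e-05, below on 7 of 7), and above 0 under the same 2 scalings. The list's median was -0.08 and its mean 0.12, with camera above the other miRNAs (adjusted p = 0.047, and adjusted p = 0.55 with an estimated correlation). Over 16 arrays 1 was higher (1 when adjusted over the list alone), at a mean of 0.42 (camera adjusted p = 0.14, and adjusted p = 0.20 with an estimated correlation). There fry, which does not compare a list with other miRNAs, gave an adjusted p = 0.013.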

The second miRNA from this group, miR-222, modulates differentiation and maturation of skeletal muscle cells [30,31], promotes skeletal muscle regeneration in satellite cells [32], and is related to oxidative stress in various tissues [32,33]. The newest studies suggest that miR-29c also participates in muscle development and is closely related to muscle cell proliferation and differentiation [34]. Another identified miRNA, miR-10a, plays essential roles in cardiogenesis and is associated with cardiomyocyte proliferation and differentiation [35]. miR-208b is known as a diagnostic marker of cardiac muscle injury that reflects myocardial damage [36]. Another miRNA, miR-675, induces myogenesis and differentiation of satellite cells during regeneration and becomes a diagnostic marker for muscle injury [37] and cardiomyocytes apoptosis [38]. 

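miR-133a was 1.44-fold higher on slide 1 over 16 arrays and 1.56-fold over 15. miR-324-3p was higher on slide 2, 1.80-fold over 16 arrays and 1.49-fold over 15 (log2 difference 0.57, standard error 0.0814, adjusted p = 6.9e-05, above on 7 of 7 arrays). miR-208b was 1.54-fold higher on slide 1 over 15 arrays (exact permutation test with arrays taken as independent, two-sided, p = 9.3e-04). Over 16 arrays, where miR-208b did not pass the test, the ratio ran 1.15-fold toward slide 2. With no scaling over 15 arrays miR-208b no longer passed, at -0.25. By the filing of the value table GO lies on slide 1, so miR-133a and miR-208b were higher and miR-324-3p lower with GO over 15 arrays, and by the scanner files the reverse. On EquCab1 the miR-208b probe lies on chromosome 1 from 161511778 to 161511797 and that of miR-324-3p on chromosome 11 from 50242583 to 50242597. miR-133a has a copy on chromosome 22 from 48444312 to 48444329 and another on chromosome 8 from 39915649 to 39915666, which the array cannot tell apart.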

Notably, miR-133 and miR-208 are up-regulated and miR-324 is down-regulated [39] (the same expression trend was observed in GO-treated group) in most of the exercise regimens, indicating their role in hypertrophy. Moreover, we showed that delivery of miR-133a (local injection) into skeletal muscle promoted muscle regeneration and prevented scar formation [40], and a local injection of miR-1, miR-133, and miR-206 accelerates muscle morphology and functional regeneration. Another miRNA, miR-502-5p, was previously described in cellular models of differentiation of satellite cells into myoblasts and myotubules [41]. However, the authors observed that this miRNA was up-regulated in normal muscle tissue processes. Surprisingly, in our study, we observed decreased expression of miR-502 in an experimental group. 

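Of the miR-502 arms, the 3p arm was lower on slide 2 over 15 arrays, and the 5p arm was not detected by the main criterion. miR-502-3p had a scaled log2 level of 7.05 ± 0.136 (SD, n = 8) on slide 1 and 6.72 ± 0.0572 (SD, n = 7) on slide 2. This is a difference of -0.33 (standard error 0.0543, adjusted p = 1.8e-04 from limma, below on 7 of 7 arrays), or -0.12 less the median of all miRNAs. With no scaling miR-502-3p lay above 0, and over 16 arrays it stood at 0.10 (standard error 0.20, adjusted p = 0.73, above on 2 of 8 arrays). miR-502-5p had median summed signals of 9.45 intensity units on slide 1 and 9.40 on slide 2 without array 8, and was not detected on any of the 16 arrays here. By Agilent's criterion miR-502-5p was detected on 0 of 8 arrays of slide 1 and 6 of 8 of slide 2. Its total gene signal stood at Agilent's minimum on 8 and 2 of 8 arrays. The 2 arms lie on chromosome X of EquCab1, from 40077427 to 40077442 (5p) and from 40077465 to 40077479 (3p).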

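miR-199b-5p was higher on slide 2 and miR-212 was lower in every setting tried over 15 arrays, while miR-142-3p, a marker of blood cells, was not detected by the main criterion. miR-199b-5p differed by 0.49 (standard error 0.0716, adjusted p = 8.3e-05, above on 7 of 7 arrays), or 0.70 less the median of all miRNAs. miR-212 differed by -0.97 (standard error 0.113, adjusted p = 1.7e-05, below on 7 of 7 arrays), or -0.76 less that median. miR-142-3p was detected on 0 of 16 arrays by that criterion and on 2 of 8 arrays of slide 1 and 7 of 8 of slide 2 by Agilent's, with median summed signals of 11.3 on slide 1 and 10.6 on slide 2. On EquCab1 the miR-199b-5p probe lies on chromosome 25 from 31553701 to 31553719 and that of miR-212 on chromosome 11 from 45640299 to 45640310. Of the 4 tested miRNAs of the miR-199 and miR-214 family, 1 was higher and 3 lower over 15 arrays (1 and 3 when adjusted over the list alone), but 4 of 4 lay above 0 under the 75th percentile over all miRNAs, quantile normalization and no scaling. Under the main scaling miR-199a-5p differed by -0.20 (standard error 0.0530, adjusted p = 0.0058, below on 7 of 7) and miR-214 by -0.22 (standard error 0.0733, adjusted p = 0.016, below on 7 of 7). The family's median was -0.21 and its mean -0.04, with camera above the other miRNAs (adjusted p = 0.51, and adjusted p = 0.96 with an estimated correlation). Over 16 arrays miR-199b-5p alone passed (1 higher when adjusted over the list alone), at a median of -0.13 and a mean of 0.03 (camera adjusted p = 0.86, and adjusted p = 0.98 with an estimated correlation).
Of 12 miRNAs of muscle hypertrophy and atrophy, 1 was higher and 11 lower over 15 arrays (1 and 11 when adjusted over the list alone), but 6 of 12 lay above 0 under the 75th percentile over all miRNAs and 7 with no scaling. Besides miR-212, the lower ones included miR-195, a relative of miR-15a, at -0.36 (standard error 0.111, adjusted p = 0.012, below on 7 of 7 arrays), which lay above 0 with no scaling. The mean was -0.35 (camera adjusted p = 0.12, and adjusted p = 0.96 with an estimated correlation). Over 16 arrays 1 was higher and 2 were lower (1 and 2 when adjusted over the list alone), with a mean of -0.16 (camera adjusted p = 0.20, and adjusted p = 0.83 with an estimated correlation).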

Other identified miRNAs, miR-199, miR-142-3p, and miR-212, play important roles in different kinds of cardiac hypertrophy [42]. However, their role in skeletal muscle hypertrophy is still unknown.

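miR-188-5p and its neighbours in the cluster within the CLCN5 gene were lower on slide 2 over 15 arrays, but with no scaling 6 of the 8 tested lay above 0, and 1 of 8 did under the 75th percentile over all miRNAs and under quantile normalization. The summed signal of miR-188-5p, not scaled, was 515 ± 266 intensity units (SD, n = 8) on slide 1 and 235 ± 39.2 (SD, n = 7) on slide 2. On array 8 of slide 2, where labelling was low, miR-188-5p kept 74.9% of the median signal of the slide's other arrays, against a median of 2.16% over 129 miRNAs. How much of its signal comes from labelled RNA is therefore open. On the scaled log2 values the difference of miR-188-5p less the median of all miRNAs was -1.15. miR-362-3p differed by -0.38 (standard error 0.0490, adjusted p = 3.7e-05) and miR-660 by -0.33 (standard error 0.0574, adjusted p = 3.1e-04), each below the mean of slide 1 on 7 of 7 arrays, or -0.16 and -0.11 less that median. miR-532-5p and miR-362-5p were lower by close to the same amount (-0.34 each, below on 7 of 7), as were miR-500 (-0.33) and miR-532-3p (-0.26), named after their values were seen. In all, 8 of 8 were lower under the main scaling (8 when adjusted over the list alone), against 7 with the median, 2 with quantile normalization and 1 each with the 75th percentile over all miRNAs and no scaling. The mean was -0.46 (camera adjusted p = 0.047, and adjusted p = 0.83 with an estimated correlation). Over 16 arrays 8 of 8 did not pass, with a mean of -0.24 (camera adjusted p = 0.20, and adjusted p = 0.35 with an estimated correlation). There fry, which does not compare a list with other miRNAs, gave an adjusted p = 0.010. On chromosome X of EquCab1 the probe of miR-532-5p lies from 40068484 to 40068499, that of miR-188-5p from 40068861 to 40068872, that of miR-362-3p from 40073873 to 40073890 and that of miR-660 from 40076550 to 40076566.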

Several miRNAs that were identified in our experiment are known to regulate proliferation and differentiation in various kinds of tissues: miR-188 osteoblast and adipocyte [43], and suppress autophagy and myocardial infarction [44], but may also be involved in different physiological and pathological processes in skeletal muscle tissue. Barrey et al. [45] observed differences in miR-188 expression in different horse breeds (French trotter vs. Norman cob). MiR-142-3p balances proliferation and differentiation of mesenchymal cells [46] and affects cardiac and muscular cell fate [47]. Dmitriev et al. [48] observed miR-345 down-regulation in facioscapulohumeral muscular dystrophy; however, there are not much data about this miRNA in other physiological and pathological processes in skeletal muscle. Another miRNA, miR-874, regulates myocardial necrosis [49], and knockdown of this miRNA attenuated necrosis in the cellular model. MiR-708 overexpression results in increased cell proliferation, migration, and invasion [50].

Several identified genes were previously described as being related to various pathological and physiological processes in muscle and other various tissues. Among this group, *nf2r2* (also known as *coup-tfII*) presented the highest overexpression in the experimental group (GO-treated). This is a member of the nuclear orphan receptor superfamily and is broadly detected in stem/progenitor cells in different kinds of tissues and has a profound impact on adult stem cell biology. Xie et al. [51,52] observed that overexpression of *nf2r2* was related to muscle dystrophies and is crucial for vertebrate myogenesis, with particular emphasis on the skeletal and cardiac muscles. Lee et al. [53] noticed COUP-TFII protein expression level is high in undifferentiated progenitors and gradually declines during differentiation. The authors also observed that, similarly, COUP-TFII mRNA reduces as early as 12 h post-differentiation and continuously drops until day four—the time for cultured myotube maturation. Perhaps the situation that we observed in the GO-treated group is related to a level of cell damage in ESCs after H_2_O_2_ incubation.

Among the minority of transcripts that are up-regulated are genes with known roles in myogenesis, including *elavl1*, which encodes HuR, a myogenic differentiation antigen 1 (MyoD) mRNA-stabilizing protein [54], consistent with the induction of MyoD. This induction occurs as early as three hours following isolation of myofiber-associated satellite cells [55]. One of the best-characterized is HuR (Hu antigen R; ELAVL1). HuR stabilizes different mRNAs by binding to Au-rich elements found in 3′UTR and it is implicated in various physiological and pathological processes such as cell growth, differentiation, and inflammation. *elavl1* is related to one of the most important myomiRs (also identified in our study), miR-133. Ray et al. [56] observed that miR-133 could reduce HuR mRNA and protein abundance. Also Legnini et al. [57] found a correlation between miR-133 and *elavl1*. The authors showed that HuR is repressed by miR-133 and that linc-MD1 alleviates this effect in early phases of differentiation in muscle. HuR may enhance the cellular growth in different kinds of tissues and also decreases apoptotic sensitivity to several chemical substances [58]. *rock1* seems to be an interesting gene identified in the DEG group. This gene was previously described as a negative regulator of myogenesis and a gene whose reduction promoted differentiation of both C2C12 and primary muscle cells [59].

### 4.3. Apoptosis, Oxidative Stress, and Immunity Related miRNAs and Genes

From a group of identified miRNAs, miR-92a, a part of the miR-17-92 cluster, which is a prototypical example of a polycistronic miRNA gene [60], seems to be interesting. This molecule is known to regulate cell viability and apoptosis, and is involved in antioxidant protection in different kinds of tissues [61]. miR-133a was reported to play similar role and its over-expression (also noticed in our experiment) protects cardiac myocytes from oxidative stress and inhibited cell apoptosis. 

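miR-92a was higher on slide 2 over 15 arrays, while most of the other miRNAs of the miR-17-92 cluster and its paralogs had values below 0 under the main scaling and above 0 under others. miR-92a differed by 0.25 (standard error 0.0853, adjusted p = 0.021, above on 7 of 7 arrays), or 0.46 less the median of all miRNAs, and stood at -0.16 with normexp background correction. Of 10 tested members, which promote cell cycle progression, 1 was higher and 7 lower (1 and 7 when adjusted over the list alone), but 10 of 10 lay above 0 under the 75th percentile over all miRNAs, with 8 past the test, and with no scaling, with 3 past it. Scaling to the median left 7 of 10 above 0 and quantile normalization 8 of 10. Under the main scaling miR-106b differed by -0.25 (standard error 0.0450, adjusted p = 3.3e-04), miR-19b by -0.30 (standard error 0.0565, adjusted p = 4.1e-04) and miR-93 by -0.10 (standard error 0.0391, adjusted p = 0.033), each below the mean of slide 1 on 7 of 7 arrays. miR-20b stood at -0.08 (standard error 0.0365, adjusted p = 0.080, below on 7 of 7). The list's median was -0.13 and its mean -0.10, with camera above the other miRNAs (adjusted p = 0.93, and adjusted p = 0.96 with an estimated correlation). Over 16 arrays 10 of 10 did not pass, at a median of -0.07 with camera again above the others (adjusted p = 0.90, and adjusted p = 0.98 with an estimated correlation). miR-92a has copies on chromosome 17 of EquCab1 from 61793168 to 61793180 and on chromosome X from 106692098 to 106692110, which share a mature sequence.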

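miR-133a was higher on slide 1, the GO group by the filing of the value table and the control by that of the scanner files. Its scaled log2 level was 9.98 ± 0.128 (SD, n = 8) on slide 1 and 9.45 ± 0.319 (SD, n = 8) on slide 2. Rescaled over 15 arrays, the level of miR-133a was 10.39 ± 0.168 (SD, n = 8) on slide 1 and 9.74 ± 0.0903 (SD, n = 7) on slide 2, so the difference exceeded the spread of either slide. Every array of slide 1 lay above every array of slide 2.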

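Among the miRNAs that the paper ties to apoptosis, miR-133a was lower and miR-222 higher on slide 2 over 15 arrays, and miR-708 and miR-502-5p were not detected by the main criterion. The paper names miR-502 and miR-345 there without an arm, and Table 2 holds their 5p arms. The list here took in both arms of each, and miR-502-3p was lower. The median summed signal of miR-708, an intronic miRNA of the ODZ4 gene, was 3.14 intensity units on slide 1 and 11.9 on slide 2 without array 8, levels at which it was detected on 0 of 16 arrays and no fold can be given. By Agilent's criterion miR-708 was detected on 0 of 8 arrays of slide 1 and 7 of 8 of slide 2 (Fisher's exact test, adjusted p = 0.0238). The median summed signals of miR-345-5p were 8.89 and 13.1. Of 7 miRNAs on the array that match the paper's names, 4 were tested. Over 16 arrays 1 was lower (1 higher and 1 lower when adjusted over the list alone). Over 15 arrays 1 was higher and 2 were lower (1 and 2 when adjusted over the list alone). No mean of this list is given, since miR-345-5p has no fold. Apart from the added 3p arms, the study chose these miRNAs on the same samples, so the counts are not independent evidence of direction.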

Notably, miR-133a, miR-222, miR-502, miR-345, and miR-708 are related to apoptosis (activation and/or inhibition) in different kinds of tissue [62]. Attenuation of apoptosis in the course of the activation of satellite cells is essential for the proper course of regeneration. However, stimulation of apoptosis is necessary for removal of damaged cells at a later stage of regeneration.

Several identified miRNAs were previously described as those associated with processes that accompanied inflammation: blockade of miR-92a expression reduces inflammation. miR-188 seems to be one of the markers of inflammatory bowel disease [63]. 

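Of the miRNAs of inflammation, miR-212, miR-21 and miR-155 were lower on slide 2 over 15 arrays, but miR-21 lay above 0 under the 75th percentile over all miRNAs and no scaling, and at 0 under quantile normalization. miR-21, which is induced in inflamed and injured tissue, differed by -0.29 (standard error 0.0506, adjusted p = 3.0e-04, below on 7 of 7 arrays), or -0.08 less the median of all miRNAs. miR-155, which promotes inflammatory signalling, differed by -0.19 (standard error 0.0669, adjusted p = 0.022, below on 7 of 7), or 0.02 less that median, and lay above 0 with no scaling. miR-125b-5p stood at -0.11 (standard error 0.0792, adjusted p = 0.25, below on 7 of 7), and miR-146b-5p lay at the floor. Of the 5 tested, 3 were lower (3 when adjusted over the list alone), against 77 of all 134 miRNAs. Under the 75th percentile over all miRNAs and with no scaling, 3 of 5 lay above 0. The mean was -0.31 (camera adjusted p = 0.86, and adjusted p = 0.96 with an estimated correlation). Over 16 arrays miR-212 alone was lower (1 when adjusted over the list alone), at a median of 0 and a mean of -0.19 (camera adjusted p = 0.70, and adjusted p = 0.83 with an estimated correlation).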

Changes in miR-29 expression were observed during inflammation accompanying avian influenza infection. miR-208, which is closely related to cardiomyocyte, is also involved in cardiac fibrosis and inflammation by increasing myosin heavy chain (MHC) expression [64], and miR-222 (together with miR-10) is known to modulate endothelial inflammation [65].

Among a large group of identified genes, several were previously described as being involved in apoptosis. Some of them are known to have pro- and some anti-apoptotic properties. However, only a small number were related to apoptosis in muscle tissue. *Igf2,* which is an anti-apoptotic factor in muscle [66,67], was up-regulated in an experimental group. We observed a similar situation with *igf1r*; overexpression of this gene prevents apoptosis in different tissues. *rock1* is related to apoptosis in muscle; it induces multiple aspects of apoptosis including contractile force generation, membrane blebbing, and apoptotic-body formation [68].

Most studies about gamma-oryzanol described its strong antioxidant effect. In our study, we did not observe this effect on the scale that has been described so far. However, in an experimental group pre-treated with GO, we identified a group of miRNAs and genes related to oxidative stress in various tissue. 

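The redoximiRs, miRNAs that respond to oxidative stress, were mostly lower on slide 2 over 15 arrays under the main scaling, but 7 of the 11 tested lay above 0 under the 75th percentile over all miRNAs and with no scaling. miR-23b, which acts on mitochondrial glutaminase, differed by -0.40 (standard error 0.0591, adjusted p = 8.3e-05), miR-24 by -0.37 (standard error 0.0481, adjusted p = 3.7e-05), and miR-28-5p, which targets the regulator NRF2, by -0.42 (standard error 0.0944, adjusted p = 0.0019). These 3 miRNAs lay below 0 in all 17 alternatives run over 15 arrays, and at -0.18, -0.16 and -0.21 less the median of all miRNAs. miR-27a differed by -0.30 (standard error 0.0398, adjusted p = 4.2e-05) and miR-34a, a target of p53, by -0.28 (standard error 0.0768, adjusted p = 0.0073), and both lay above 0 with no scaling. Each of the 5 lay below the mean of slide 1 on 7 of 7 arrays. In all, 9 of 11 were lower (9 when adjusted over the list alone), against 77 of all 134 miRNAs. The mean was -0.25 (camera adjusted p = 0.23, and adjusted p = 0.96 with an estimated correlation). Over 16 arrays 11 of 11 did not pass, with a mean of -0.11 (camera adjusted p = 0.69, and adjusted p = 0.94 with an estimated correlation).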

Takahashi et al. [69] showed that *igf1r* activation prevents hydrogen peroxide-induced oxidative stress and apoptosis. Over-expression of *igf2* (also observed in our study) is strongly related to reducing free radical generation. *scd*, which is related to lipid enzymes activity and oxidative stress activation, was down-regulated in an experimental group. *setd6*, which was described as a negative regulator of oxidative stress, was down-regulated.

Over- and down-expression of selected miRNAs and genes in the GO pre-incubated group treated with hydrogen peroxide may suggest that these genes and miRNAs mediate the anti-apoptotic action of gamma-oryzanol and modulate this process that accompanies satellite cell injury induced by hydrogen peroxide.

### 4.4. Target Genes and Their Relation with Identified miRNAs and Selected Pathways

A large group of identified genes, which were described above, form relationships with several miRNAs. Based on the Target Scan analysis, we identified 22 potential differentially expressed target genes for the 17 identified miRNAs. Identified DET, together with related miRNAs, are involved in processes and several pathways known to be related in different processes, which accompany muscle tissue physiology and pathology. The identified pathways are presented in Table 4.

### 4.5. Insulin/Insulin-Like Growth Factor, (IGF) Pathway-Mitogen Activated Protein Kinase Kinase/MAP Kinase Cascade, AMPK Signalling Pathway and Gamma-Oryzanol Related Muscle Growth-miRNAs and Genes

The insulin/IGF pathway-mitogen activated protein kinase kinase/MAP kinase (MAPK) cascade is one of the most interesting pathways related to muscles involving the potential activity of gamma-oryzanol in this tissue. Here, we identified three genes, *igfr1, igf2,* and *map2k7*, which were present in microarray analysis. Two of them were chosen as target genes for identified miRNAs. The MAPK cascade is closely related to muscle growth [69]. A preliminary study showed that gamma-oryzanol increases muscle growth, sports performance [70], and improved muscle strength [10]. In our study, we observed over-expression of all three aforementioned genes related to muscle growth and insulin/IGF pathway-mitogen activated protein kinase. These three genes are potential target genes for identified miRNAs—miR-675, miR-133a, and miR-222—which are known to also be involved in muscle growth and regeneration and muscle cell proliferation and differentiation (Figure 6).

Other pathway that is related to the genes and miRNAs identified in our experiment is the AMPK signaling pathway (also identified by DAVID) (Table 5), known to have critical roles in regulating growth and reprogramming metabolism. This pathway has recently been connected to cellular processes such as autophagy and cell polarity [71]. AMPK signaling has been thoroughly investigated in muscle tissue during various intensity exercises and different accompanying processes: cell/tissue adaptive response [72], oxidation in muscle [73], reactive oxygen species [74], contractile activity, and energy metabolism alterations [75].

Taken together, our study suggests that gamma-oryzanol may affect miRNAs and genes in injured differentiating equine satellite cells in multiple ways.

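Of 67 named miRNAs, 6 kept their direction and passed the adjusted p in each of 17 alternatives over 15 arrays. On slide 2 these were the lower miR-188-5p (-1.43 to -0.92), miR-212 (-1.07 to -0.55), miR-685 (-0.96 to -0.56) and miR-133a (-0.68 to -0.28), and the higher miR-324-3p (0.43 to 0.94) and miR-199b-5p (0.19 to 0.85). All 6 are miRNAs of Table 2, which the study chose on these samples, so this is not independent evidence. The 17 hold the methods' t-test with and without adjustment, and both entries were judged here at the same adjusted p. Over 16 arrays miR-188-5p and miR-685 did not pass, so their calls rest on leaving out array 8 of slide 2. On that array, where labelling was low, miR-188-5p kept 74.9% and miR-685 20.3% of the median signal of the slide's other arrays. There miR-324-3p kept 4.34%, miR-199b-5p 2.03%, miR-133a 1.85% and miR-212 -3.69%. How much of the signal of miR-188-5p comes from labelled RNA is therefore open. miR-208b, miR-15a and miR-342-3p kept their direction and passed in 16 of the 17, and miR-487b in 15 of the 16 that measured it. By the value table's filing miR-188-5p, miR-212, miR-685 and miR-133a were higher, and miR-324-3p and miR-199b-5p lower, with GO. For 44 of the 67 some alternative gave the other sign, most often no scaling or the 75th percentile over all miRNAs. Each of these scalings shifts miRNAs above the floor by nearly the same amount, so a sign change under it marks a difference smaller than that shift. From the changes in miRNAs and genes together, the paper proposes that GO may act in multiple ways on the miRNAs and genes of these cells.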

Several DET were related to various processes in different tissues (also muscle), which were previously described as being modulated by gamma-oryzanol. Their expression corresponds negatively with miRNAs expression, for which they were identified as target genes (Table 5).

### 4.6. Gamma-Oryzanol May Affect Metabolism-Related Genes and miRNAs

Gamma-oryzanol is known to affect lipid and carbohydrate metabolism [76,77]. Previous studies have shown the direct action of gamma-oryzanol on the expression of genes that encode proteins related to adiposity, inflammatory responses, and metabolic syndrome. In our study, we observed that, in a group that was pre-treated with GO, several miRNAs and genes related to the aforementioned processes had lower or higher expression levels compared with the control group (Figure 7). Among a large number of DEG associated with metabolic process, 50 were involved in primary metabolic process such as nucleobase-containing compound metabolic process, lipid metabolic process, cellular amino acid metabolic process, protein metabolic process, tricarboxylic acid cycle, and the carbohydrate metabolic process.

Figure 8 shows DEG related to different biological process. Table 6 provides the number of DEG related only to different primary metabolic process. Among the group of 10 identified processes, the second in terms of the number of genes is metabolic process. Based on the Pathway Studio Web Mammal analysis, we observed that miRNAs identified in an experimental group are also related to primary metabolic process and substances known to be associated with GO activity (Figure 7). Three of them, miR-212, miR-92a, and miR-133, are known to affect lipid metabolism. 

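Of the miRNAs of lipid metabolism, miR-212 was lower on slide 2 over 16 and over 15 arrays, and miR-92a was higher over 15 arrays alone and lay below 0 with normexp. The scaled log2 level of miR-212 over 16 arrays was 6.10 ± 0.285 (SD, n = 8) on slide 1 and 5.19 ± 0.491 (SD, n = 8) on slide 2. The summed signal of miR-92a, not scaled, was 41.3 ± 5.22 intensity units (SD, n = 8) on slide 1 and 62.9 ± 5.29 (SD, n = 7) on slide 2 without array 8. Of 11 tested miRNAs of lipid and cholesterol metabolism, to which miR-133a does not belong, 1 was higher and 8 lower over 15 arrays (1 and 8 when adjusted over the list alone), but 8 of 11 lay above 0 under the 75th percentile over all miRNAs and 9 with no scaling. Of all 134 miRNAs, 77 were lower at the same adjusted p. miR-148a, which acts on the LDL receptor, differed by -0.37 (standard error 0.0639, adjusted p = 3.0e-04) and miR-27b by -0.34 (standard error 0.0603, adjusted p = 3.3e-04), each below on 7 of 7 arrays, though miR-27b lay above 0 with no scaling. The mean of the list was -0.26 (camera adjusted p = 0.57, and adjusted p = 0.96 with an estimated correlation). Over 16 arrays miR-212 alone was lower (1 when adjusted over the list alone), with a mean of -0.06 (camera adjusted p = 0.63, and adjusted p = 0.83 with an estimated correlation).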

Guo et al. [78] suspected that miR-212 might be involved in lipid metabolism in mice. This miRNA promotes lipid accumulation and attenuates cholesterol efflux [79]. miR-10a is related to the cholesterol pathways. Jentzsch et al. [80] showed that this miRNA regulates cell size (hypertrophy) and increases protein synthesis in primary cardiomyocytes. Other interesting miRNA include miR-92a, which was shown to affect cholesterol metabolism and decrease liver and plasma cholesterol levels by modulating lipid-related genes in hamsters [81]. This miRNA is also related to the biosynthesis of insulin in rats [82]. Five identified miRNAs were previously described as those associated with glucose metabolism. MiR-133a that was reduced globally in mice improved insulin sensitivity and glucose metabolism. Huynh et al. [83] observed that concentration of glucose is closely related to miR-133a expression and described its potential role in cardiomyocytes hypertrophy. Crawford at al. [84] and Rodriguez-Comas et al. [85] also noticed a similar relation; however, they noticed the relation between the high level of glucose with the downregulation of miR-222 and miR-708. These findings, together with our observation, suggest that GO may affect the aforementioned processes. However, more data and several special tests are needed to better understand the direct effect of GO on ESC and its metabolism.

## 5. Conclusions

We demonstrated for the first time that GO-treated equine satellite cells exposed to H_2_O_2_ demonstrate a modulated expression of 17 miRNAs and 202 genes, which could affect the abovementioned processes. We found DET for identified GO-modulated miRNAs that are related to key processes in muscle physiology and pathology. We also identified signaling pathways related to muscle physiology and metabolism, providing new knowledge about the potential activity of gamma-oryzanol. The results related to TAC and lipid peroxidation showed that GO is an antioxidant and may protect ESC from free radicals activity associated with hydrogen peroxide treatment. These findings suggest gamma-oryzanol may be a potential myo-protectant that could prevent oxidative stress-induced physiological and pathological processes related to effort, some muscle diseases, and muscle tissue aging in horses (Figure 9). Using GO before hydrogen peroxide treatment showed that it may effectively protect against damage associated with free radical activity. However, more detailed research is needed, especially to check whether and how GO affects apoptosis and muscle regeneration.

Gamma-oryzanol is one of the most popular oral supplements used in performance equine nutrition as a clear substance or as in rice oil or rice bran. Based on previous studies suggesting that gamma-oryzanol can have effects similar to anabolic substances, gamma-oryzanol was placed on the list of banned substances by the Federation Equestre Internationale (FEI). However, it is often recommended as a measure aimed at restoring muscle mass in horses following trauma or a period of intense training (in the middle of competitions or racing season).

Our study provides new insight and creates new direction for the use of this additive. Potential anti-apoptotic activity may encourage us to use this substance in older horses in which muscle cell apoptosis can affect the proper function of musculoskeletal system, and in horses with different kinds of muscle diseases where the muscular cells are damaged.

## Figures and Tables

**Figure 1:**
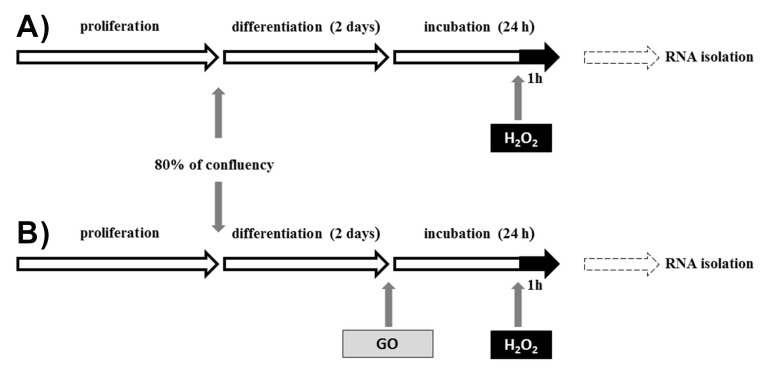
Experimental design: (**A**) control group (ESCs incubated with hydrogen peroxide) and (**B**) GO-treated group incubated with hydrogen peroxide.

**Figure 2:**
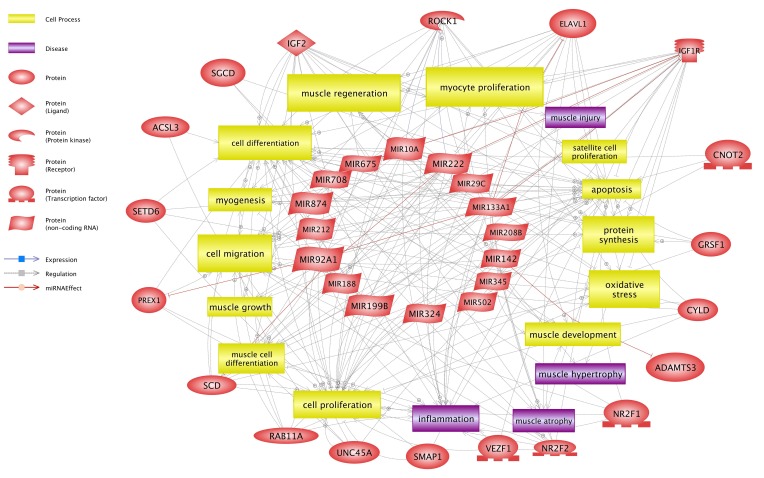
miRNAs and their differentially expressed target genes (DET) in combination with processes that may be associated with muscle tissue during injury and regeneration.

**Figure 3:**
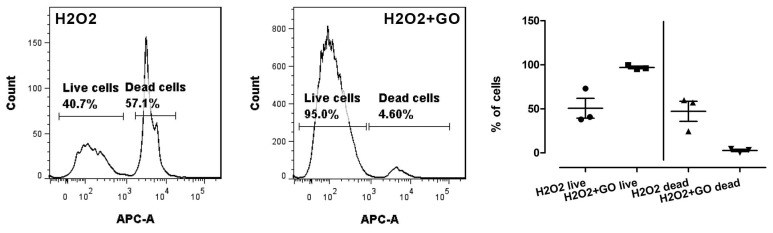
Effect of GO on cell viability measured by SYTOX Red Cell Dead assay. Statistical analysis was performed using the one-way ANOVA (*p* < 0.05). H_2_O_2_ denotes cells without GO treatment, exposed to H_2_O_2_; H_2_O_2_+GO denotes cells treated with GO and exposed to H_2_O_2._

**Figure 4:**
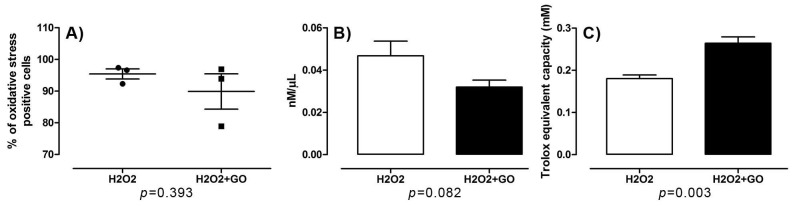
Effect of GO on (**A**) oxidative stress, (**B**) lipid peroxidation, and (**C**) total antioxidant capacity in equine satellite cell cultures exposed to hydrogen peroxide. (**A**) Each value is the mean ± standard error of the results from three different plates (*n* = 3). Statistical analysis was performed using the unpaired *t*-test (two tailed) (*p* < 0.05); (**B**) Each value is the mean ± standard error (*n* = 6). Statistical analysis was performed using the unpaired *t*-test (two tailed) (*p* < 0.05); (**C**) Data are expressed as means ± standard (*n* = 6). Statistical analysis was performed using the unpaired *t*-test (two tailed) (*p* < 0.05).

**Figure 5:**
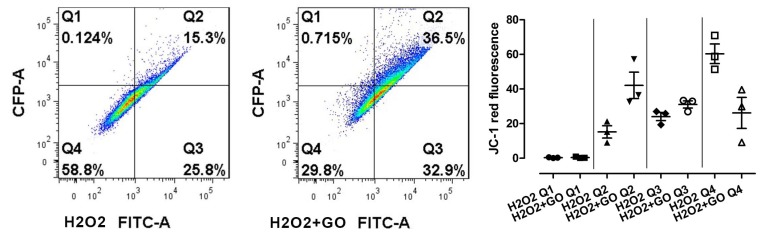
Qualitative flow cytometry assay for mitochondrial depolarization. Data are expressed as mean ± standard error (*n* = 3). Statistical analysis was performed using the one-way ANOVA (*p* < 0.05). H_2_O_2_ denotes cells without GO treatment, exposed to H_2_O_2_; H_2_O_2_+GO denotes cells treated with GO and exposed to H_2_O_2._; Q1 population: % of aggregates; Q2 population: % of monomers + aggregates; Q3 population: % of monomers; Q4 population: % of monomers (−)/aggregates (−).

**Figure 6:**
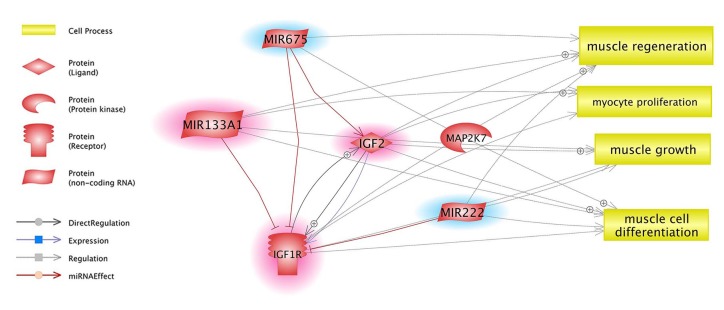
Relationships between DET and miRNAs, based on Pathway Studio Web Mammal. Genes are marked with red clouds and blue clouds for up- and down-regulation, respectively.

**Figure 7:**
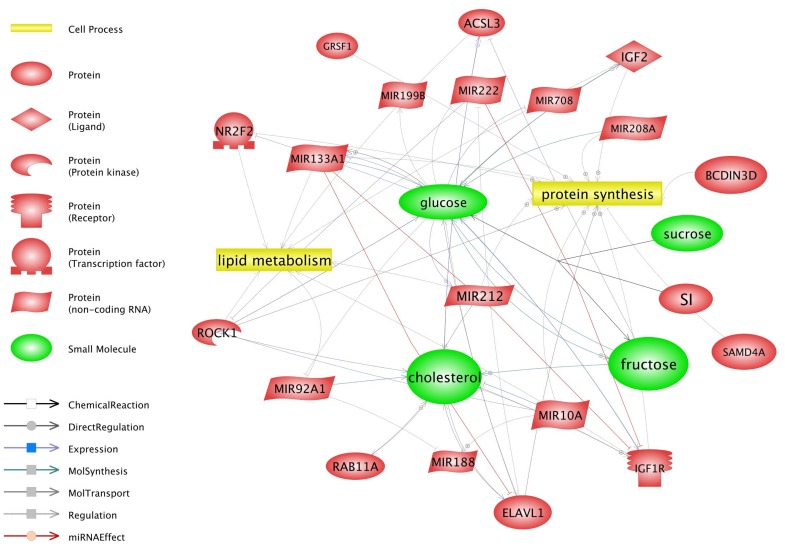
Relationships between differentially expressed genes, selected miRNAs and metabolic processes.

**Figure 8:**
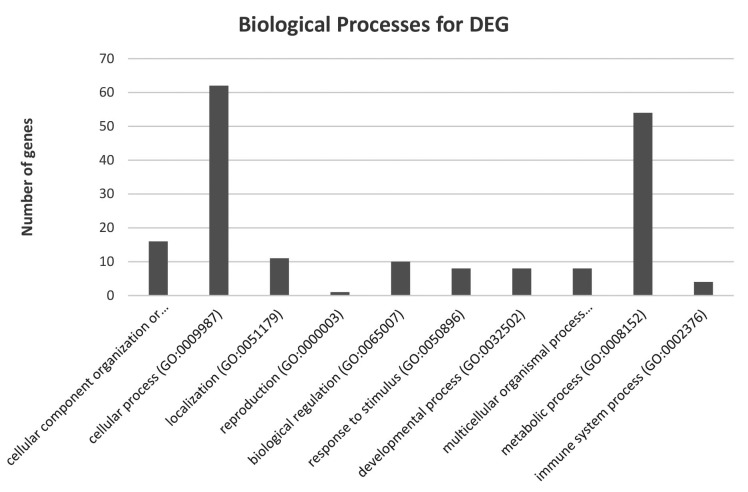
Number of DEG assigned to biological processes.

**Figure 9:**
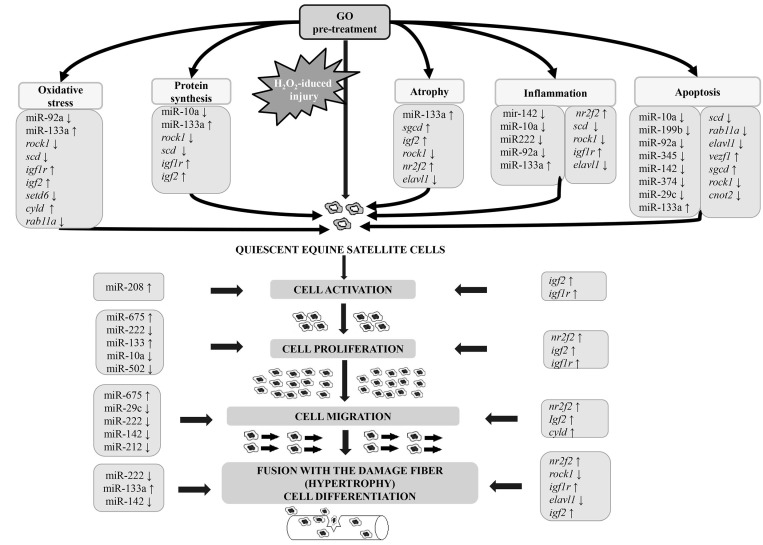
Potential role of GO-induced miRNAs and selected target genes in muscle regeneration process.

**Table 1:** Real-time qPCR primers

**(A)**					
**No.**	**Primer name**	**Target sequence**		**Amplification time and temperature**	
1	miR-133a	UUUGGUCCCCUUCAACCAGCUG		10 s/95 °C and 60 s/60 °C	
2	miR-345	GCUGACUCCUAGUCCAGUGCUC		10 s/95 °C and 60 s/60 °C	
3	miR-675	UGGUGCGGAGAGGGCCCACAGUG		10 s/95 °C and 60 s/60 °C	
**(B)**					
**No.**	**Primer name**	**Forward sequence**	**Reverse Sequence**	**Annealing time and temp.**	**Product length**
1	*nr2f2*	CCACCTCCTGCAGAACAAAAG	GGGTCTTGGTAAAGGCTCATT	15 s/60 °C	326
2	*gtpbp1*	CTCCAGACCACCAACAACTC	CCCCTGGGACTTCACCTTAT	15 s/62 °C	261
3	*nr2f2*	TCCTCCTCAGTCATAGAGCAAT	CTCTGTTTCACTCCCCTTTCTT	15 s/60 °C	340
4	*dtd1*	AGAGTTGGAGGAGAGCAGAT	TGGAGGGTAAACTGGCTGAT	15 s/60 °C	209
5	*btf3*	GCTCGCAGAAAGAAGAAGGT	GGTGCTTTTCCATCCACAGA	15 s/60 °C	329
6	*cs*	CGAGGCTACAGTATCCCTGA	CTTTCACTGTTGAGGGCTGT	15 s/60 °C	257
7	*gapdh*	GTTTGTGATGGGCGTGAACC	GTCTTCTGGGTGGCAGTGAT	15 s/60 °C	198

Note: (A) indiates miRNA; (B) indicates mRNA.

**Table 2:** MiRNAs differentially expressed in GO-incubated equine satellite cells exposed to H_2_O_2,_ compared to control.

No.	miRNA Name	FC (GO vs. ctrl)	Log FC (GO vs. ctrl)	Regulation (GO vs. ctrl)	miRbase Accession No
1	eca-miR-188-5p	2.18	1.13	up	MIMAT0013198
2	eca-miR-212	1.68	0.75	up	MIMAT0013030
3	eca-miR-685_v14.0	1.61	0.68	up	MIMAT0012904
4	eca-miR-133a	1.33	0.41	up	MIMAT0012997
5	eca-miR-208b	1.30	0.38	up	MIMAT0012900
6	eca-miR-675	−46.67	−5.54	down	MIMAT0013053
7	eca-miR-10a	−43.24	−5.43	down	MIMAT0013019
8	eca-miR-502-5p	−41.35	−5.37	down	MIMAT0013225
9	eca-miR-708	−40.90	−5.35	down	MIMAT0012993
10	eca-miR-345-5p	−33.19	−5.05	down	MIMAT0013138
11	eca-miR-142-3p	−28.34	−4.82	down	MIMAT0013023
12	eca-miR-324-3p	−1.75	−0.81	down	MIMAT0013034
13	eca-miR-199b-5p	−1.65	−0.72	down	MIMAT0013780
14	eca-miR-92a	−1.47	−0.56	down	MIMAT0013089
15	eca-miR-222	−1.45	−0.53	down	MIMAT0013204
16	eca-miR-874	−1.42	−0.50	down	MIMAT0013069
17	eca-miR-29c	−1.31	−0.39	down	MIMAT0012964

FDR ≤ 0.05, FC ≥ 1.3, *n* = 8, FC-Fold Change, FDR-False Discovery Rate.

**Table 3:** Real-Time qPCR validation of differentially expressed genes and miRNAs.

No.	GO vs. Control	Fold Change	*p*-Value
1	*nr2f2*	11.78	0.003
2	*btf3*	−6.37	0.005
3	*dtd1*	−6.32	0.007
4	*gtpbp1*	120.89	0.008
5	*otud4*	2.78	0.020
6	miR-133a	1.71	0.023
7	miR-345	−5.33	0.001
8	miR-675	1.39	0.038

**Table 4:** Identified signaling pathways and related DET.

Pathway	Genes	*p*-Value	FDR
AMP-activated protein kinase (AMPK) signaling pathway	*igf1r, scd, elavl1*	1.00 × 10^−2^	9.50
Proteoglycan in cancer	*igf1r, rock1, igf2*	2.80 × 10^−2^	24.0
Endocytosis	*igf1r, smap1, rab11a*	4.50 × 10^−2^	36.0
Fatty acid metabolism Peroxisome proliferator-activated receptor	*scd, acsl3*	6.30 × 10^−2^	47.0
(PPAR) signaling pathway	*scd, acsl3*	8.70 × 10^−2^	58.0

**Table 5:** DET and related processes together with corresponding miRNAs.

No.	Target Gene Symbol	Gene Description	Biological Processes	Fold Change (Microarray)	Related Identified miRNAs
1.	*acsl3*	Acyl-CoA Synthetase Long-Chain Family Member 3	Lipid biosynthesis and fatty acid degradation; Anabolic role in energy metabolism; Cell proliferation; Cell differentiation	−1.13	miR-142↓ miR-222↓
2.	*adamts3*	ADAM metallopeptidase with thrombospondin type 1 motif	Proteolysis; Protein processing; Inflammation	1.18	**miR-142↓**
3.	*bcdin3d*	BCDIN3 domain containing RNA Methyltransferase	Methylation; miRNA metabolic process	−1.13	miR-29↓ miR-502↓
4.	*cnot2*	CCR4-NOT transcription complex, subunit 2	Inflammation; Cytoplasmic deadenylation; DNA damage response; Regulation of stem cell population maintenance	−1.12	**miR-212↑** miR-222↓
5.	*cyld*	Cylindromatosis (Turban Tumor Syndrome)	Cell survival, proliferation, and differentiation; Innate immunity; Negative regulation of nf-kappa B import into nucleus	1.35	miR-133↑ miR-212↑
6.	*elavl1*	ELAV (embryonic lethal, abnormal vision, Drosophila)-like 1	Embryonic cell differentiation; Cytokine-induced cachexia; Cell growth and proliferation; Regulation of translation; Regulation of stem cell population maintenance	−1.23	**miR-133a↑ miR-208↑** miR-222↓ **miR-212↑**
7.	*grsf1*	G-rich RNA sequence binding factor 1	RNA processing; Cell proliferation; Protein synthesis: Apoptosis	−1.23	**miR-212↑** miR-199↓ **miR-208↑**
8.	*igf1r*	Insulin like growth factor 1 receptor	Apoptosis; Cell growth, differentiation and survival control; Immune response; Regulation of MAPK cascade; Oxidative stress	1.28	miR-133↑ **miR-502↓** **miR-675↓** miR-222↓
9.	*igf2*	Insulin-like growth factor 2	Growth factor activity; Striated muscle cell differentiation; Positive regulation of glycogen Biosynthetic process; Satellite cell proliferation	1.52	miR-133↑
10.	*mcmbp*	Minichromosome Maintenance Complex Binding Protein	A key regulator of pre-replication complex	−1.21	**miR-212↑** miR-142↓
11.	*nr2f2*	Nuclear receptor subfamily 2, group F, member 2	Muscle organ development: Cell migration; Cell proliferation; Inflammation	1.11	miR-212↑
12.	*rab11a*	RAB11A A member RAS oncogene family	Metabolic process; Inflammation; Marker for myopathies	−1.17	miR-142↓
13.	*rbpms*	RNA Binding Protein with Multiple Splicing	Response to oxidative stress; Heart, and gastrointestinal smooth Muscle development	−1.24	miR-199↓
14.	*rock1*	Rho-associated, coiled-coil containing protein kinase 1	Regulation of smooth muscle contraction; Regulation of actin filament-based process; Apoptotic process; Loss of muscle protein	−1.21	**miR-212↑**
15.	*samd4a*	Sterile Alpha Motif Domain Containing 4A	Cell junction; Modulates the activities of the mechanistic target of rapamycin complex 1; Regulates muscle/fat volume; Highly muscle-specific gene; (potential marker in dmd)	1.23	**miR-222↓**
16.	*scd*	Stearoyl-CoA Desaturase	Fatty acid biosynthesis; Biosynthesis of membrane phospholipids, cholesterol esters, and triglycerides; Cholesterol esterification; Muscle metabolism	−1.54	miR-199↓
17.	*serf2*	Small EDRK-Rich Factor 2	Marker of spinal and muscular atrophy; Muscle cachexia, muscle loss; Cell proliferation; Oxidative stress; Apoptosis	1.12	**miR-199↓**
18.	*setd6*	SET Domain Containing 6	Protein binding; Cell differentiation; Apoptosis	1.21	**miR-199↓** miR-133↑
19.	*sgcd*	Sarcoglycan, delta (35kDa dystrophin-associated glycoprotein)	Muscle organ/cell development; Cardiac muscle tissue development; Muscle dystrophy; Cell apoptosis	1.44	**miR-142↓**
20.	*smap1*	Small ArfGAP 1	Endocytosis; Cell differentiation; Apoptosis; Cell migration; Cell proliferation	−1.10	miR-10a↓
21.	*vezf1*	Vascular Endothelial Zinc Finger 1	Normal and abnormal cellular Proliferation and differentiation; DNA methylation	1.34	**miR-222↓ miR-142↓**
22.	*zswim6*	Zinc Finger SWIM-Type Containing 6	Metal ion binding; Dysostosis	1.20	miR-208↑

miRNAs in bold have the opposite expression change to corresponding DET. The arrows indicate the direction of expression change: ↓ and ↑ for down- and up-regulation, respectively.

**Table 6:** Primary metabolism processes and DEG.

No.	Process	Number of Genes	Genes
1	Nucleobase-containing compound metabolic process (GO:0006139)	21	*grsf1, atp6v0b, dis3, mcmbp, supt5h, nap1l1, mfn1, rab11a, rbpms, cwc22, snrpb2, samd4a, dtd1, ppil4, arhgap27, bcdin3d, strbp, ring1, nme2, sart1, dhx29*
2	Carbohydrates metabolic process (GO:0005975)	3	*sord, reep3, cs*
3	Cellular amino acid metabolic process (GO: 0006520)	4	*psph, cs, fahd2a, apip*
4	Lipid metabolic process (GO:0006629)	3	*nr2f2, acsl3, hadhb*
5	Protein metabolic process (GO:0019538)	20	*setd6, rwdd1, icmt, pigb, ilkap, mrps17, psmb4, gphn, spcs1, fkbp1a, dtd1, psmd14, ppil4, cyld, cnot2, adamts3, rpl29, pigg, eif3m, scara3*
6	Tricarboxylic acid cycle (GO:0006099)	1	*cs*

## Supplementary Materials

The following are available online at http://www.mdpi.com/2072-6643/10/12/1871/s1,Table S1: Genes differentially expressed in GO-incubated equine satellite cells exposed to H_2_O_2_ compared to control. FDR ≤ 0.05, FC ≥ 1.0, *n* = 4. Table S2: Target genes for all identified miRNAs.

## Abbreviations

AB	Antibiotic
CTRL	control condition
DEG	differentially expressed genes
DET	differentially expressed target genes
DM	differentiation medium
DMSO	dimethylsulfoxide
ESC	equine satellite cells
FBS	fetal bovine serum
FEI	Federation Equestre Internationale
GE	gene expression
GM	growth medium
GO	gamma-oryzanol
HS	horse serum
IB	incubation buffer
PBS	phosphate-buffered saline
ROS	reactive oxygen species

How the deposited data were processed for this re-analysis (not part of the article)

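The data are 16 single-colour Agilent miRNA arrays of differentiating equine satellite cells exposed to H_2_O_2_, 8 filed as pre-incubated with GO and 8 as control. The mRNA array, the RT-qPCR, and the tests of viability, oxidative stress and mitochondria were not analysed here. The arrays hold 15035 spots, of which 14320 are not controls, and 816 probes for 358 horse miRNAs, with 2 to 4 probes per miRNA and 10 to 20 spots per probe.

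The authors' scanner files give intensity values from Agilent Feature Extraction, version 10.10.1.1 by the file headers (the methods of the paper name another version), with protocol miRNA_1010_Sep10. The processed intensity is on a linear scale after background subtraction with a spatial trend removed, and is not scaled between arrays. The deposited value table holds the same intensity values, with column medians from 0.572 to 4.52, with the conditions exchanged. Each of its 16 columns equals at all spots the scanner file with the same replicate number in the other condition, within a small tolerance for rounding. Which filing is right cannot be settled from the files. The main comparison follows the scanner files, and signs are given as slide 2 over slide 1. For 3 control arrays the number in the title differs from that in the description. The numbers of the titles were used. Positions of probes are those of the array files, on the build EquCab1 that their headers name. No genome was used here.

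Population and non-uniformity outlier spots were left out, the spots of a probe were averaged and the probes of a miRNA summed. Each array was divided by its 75th percentile over the miRNAs detected on all arrays (39 of 358 over 16 arrays, 95 over 15). Values below the 5th percentile of the detected scaled values were set to it (15.9 over 16 arrays and 19.6 over 15), and log2 was taken. A miRNA was detected on an array when at least 50% of the spots of at least 1 probe were well above background. Those detected on at least 4 of 8 arrays of a group were tested, 134 in all, and 217 were detected on no array. A miRNA that was detected on no array of a group was to be given a lower bound of its fold, and none of Table 2 reached a bound above 1.

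Groups were compared with limma 3.58.1 (statmod 1.5.0) in R 4.3.3, with adjustment by Benjamini-Hochberg at 0.05 and a fold change minimum of 1.3, the thresholds of the paper's methods. Beside it stand two-sided exact permutation tests of the difference in means (12870 assignments for 16 arrays, 6435 for 15) and Fisher's exact test for detection. All of these take the arrays as independent, although arrays of the same column of slide 2 resembled each other. Files were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry, which asks whether the members of a list move on balance in the same direction and does not compare them with other miRNAs. Over 16 arrays fry passed for the CLCN5 cluster, the myoblast proliferation list, the myomiRs and the lower miRNAs of Table 2. Over 15 arrays, where most miRNAs lay below 0, it passed for most lists. No camera call of a list fixed before the data were examined held with an estimated correlation under the main choices over 16 or over 15 arrays, and the lists of Table 2, chosen on these samples, would restate that choice. A total of 18 lists were fixed before the data were examined: myomiRs, myogenic differentiation, myoblast proliferation or block of differentiation, miR-17-92 cluster and its paralogs, let-7 family, miR-29 family, miR-199 and miR-214, oxidative stress, p53 and DNA damage, inflammation, blood cell markers, endothelial and smooth muscle markers, other tissue markers, DLK1-DIO3 cluster, CLCN5 cluster, HOX cluster, muscle hypertrophy and atrophy, and lipid and cholesterol metabolism. Another 9 lists were taken from the paper, and 21 of all lists had enough members to test.

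The miRNAs named were those of Table 2 and miR-204, whose values in the paper had been seen, the 10 with the largest difference past the adjusted p among those detected on all arrays, and up to 4 members of each list with the smallest adjusted p. This rule was set before the data were examined for 16 arrays. Its use for 15 arrays as well, and the choice of miR-206, miR-20b and miR-342-3p in addition, came after values were seen. In all, 67 miRNAs with a fold were followed through the alternatives. The others that are named, such as miR-500, miR-532-3p, miR-22, miR-107b and miR-590-5p, were chosen after their values were seen.

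Alternatives set before the data were examined were normexp (offset 50) on mean and background signals, the 75th percentile over all miRNAs, quantile normalization, no scaling, the median, Agilent's total gene signal, the brightest probe, the value table as deposited, 2 other floors, 3 other detection filters, the methods' test, limma with trend and robust settings, the replicate number as a block, array quality weights, leaving out each array, no fold change minimum, and Agilent's detection criterion. The following were chosen after seeing the data: the value table's filing of the scans, all settings over 15 arrays in combination with another choice, the column mates averaged or as a random block, a setting close to the paper's values, and leaving out array 6 of slide 1 together with array 8 of slide 2. The slide could not enter as a block, since 0 slides hold both groups.

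The fit was tested on simulated data with known changes over 20 runs. Noise was drawn independently for each array and miRNA at the pooled spread, which over 16 arrays includes array 8 of slide 2. The simulated arrays thus held no joint loss of signal on 1 array and no likeness of column mates, so the rates describe a simpler case than the data. Over 16 arrays it recovered 13.5%, 33% and 64.5% of miRNAs changed 1.3-fold, 1.5-fold and 2-fold at the adjusted p, and over 15 arrays 68%, 85% and 95.5%. Unchanged miRNAs were called in 1.59% of cases over 16 arrays and 11.0% over 15 without the fold minimum, and in 1.30% and 0.913% with it. A run made earlier called many unchanged miRNAs over 15 arrays. The scaling factor may contribute. It shifted all miRNAs of a run by -0.27 to 0.17 on the log2 scale, against -0.05 to 0.18 with the median and -0.03 to 0.01 with quantile normalization. Unchanged miRNAs were called without the fold minimum in 4.47% of cases with the median and 6.15% with quantile normalization, so the rate does not follow the shift alone. The main design was left as it was. Signal over background set the depth: per array 122 to 144 miRNAs were detected by Agilent's criterion, and 62 on array 8 of slide 2. The number of arrays limits the precision. The copy of Table S2 used here is incomplete, so its targets were not tested for overlap.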

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

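Of the tests in this part, those of the range of kept signal were chosen only after the result was seen, and the correlation with GC content was set beforehand. In 148 groups of arrays a distant array was looked for, and 17 held one. Chance gives about 1 in 20 groups.

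Array 8 of slide 2 was far from the other 7 arrays of its slide in every quality measure that follows. It had 1628 spots well above background (others 4747 to 5033), 62 miRNAs detected by Agilent (140 to 144), a labelling spike-in of 1.76 on the log10 scale (3.52 to 3.62), a hybridisation spike-in of 3.66 (4.54 to 4.63) and a total gene signal of 5217 (87370 to 130860). For 65 of the 67 named miRNAs this array also lay far from the other 7. Array 6 of slide 1 was far from the rest of its slide with 3355 spots well above background (4395 to 4689) and a negative-control spread of 17.3 (6.66 to 8.68).

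The signal that array 8 of slide 2 kept differed between miRNAs, with a median of 2.16% of the median of the other arrays over 129 miRNAs and more than 50% for 7 of them. The tables argue against a loss of the whole signal by 1 factor, since the 95th percentile of the kept share was 27.9 times its median. A loss of labelled RNA by 1 factor stays open, because the shares are of total signal and hold any probe background that was not lost. Probe background that rises with GC content may contribute, since across miRNAs, which are not independent replicates, the kept share and the probes' GC percent had a Spearman correlation of 0.365. Both spike-ins, which do not come from the cells, were low on this array, and no biological explanation was tested, since no other array shares the loss. miR-208b, whose value over 16 arrays rests on this array, kept 88.6% at a GC percent of 34.2, so GC content leaves its kept signal open. miR-134 kept 76.9% and miR-188-5p 74.9%, at a GC percent of 67.7 and 67.4. How much of the signal of these miRNAs comes from labelled RNA is open.

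Among the named miRNAs, scaled log2 values over 15 arrays, single arrays lay far from the others of their slide. On array 6 of slide 1, miR-208b was at 6.47 (others 7.00 to 7.46), miR-362-3p at 5.80 (6.01 to 6.17), miR-155 at 4.48 (4.83 to 5.01), miR-125b-5p at 11.19 (11.67 to 11.89) and miR-503 at 4.83 (5.93 to 6.67), and miR-204b was at 6.28 with the others at the floor. miR-24 was at 11.51 on array 1 of slide 1 (11.14 to 11.31) and miR-196b at 5.55 on array 2 of slide 1 (5.90 to 6.04). miR-206 was at 11.54 on array 7 of slide 2 (11.69 to 11.77), and miR-197 at 4.35 on array 5 of slide 2 with the others at the floor.

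Several miRNAs that the paper does not report passed both thresholds, as log2 of slide 2 over slide 1. Over 16 arrays these were miR-424 (0.70) and miR-487b (2.06). Over 15 arrays they were miR-487b (1.44), miR-424 (0.42), miR-342-3p (-0.45), miR-23b (-0.40), miR-133b (-0.49), miR-15a (-0.47), miR-1 (-0.42), miR-28-5p (-0.42), miR-134 (-0.55) and miR-197 (-1.10 as fitted, not an exact difference, since slide 2 lay at the floor on 6 of 7 arrays).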

How the results depend on the processing

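All results with 15 arrays and another choice, the value table's filing of the scans, the column mates and the splits that keep mates together were tried only after the data were seen. Counts are of miRNAs higher and lower with GO by the scanner files. Of 2293 values of the 67 miRNAs under the alternatives, 1976 kept their direction and side of the threshold, 74 passed newly and 21 no longer passed. The sign changed for 193 with no call in either setting, and for 29 with a call in at least 1 of them (reversed). Of 618 values of the 21 lists, 521 stayed, 75 changed sign with no call, 18 passed newly and 4 reversed. Both tallies include the settings that exchange the groups, where signs change by construction. Signal over background limits all of these, and the cause was not tested for any change below unless stated. Leaving out each array in turn gave 3 to 4 higher, 2 to 13 lower and 1 to 4 list shifts. The 13 lower came without array 8 of slide 2, and the 3 higher without array 6 of slide 1. The slide as a block was not run, since 0 slides hold both groups. With the replicate number as a block 4 were higher and 0 lower by limma (2 lower without the block, 8 at an unadjusted p without the block). Arrays with the same title number had correlations of -0.74 to 0.03, with no array closest to its own number, so the title numbers gave no sign of pairing. Pairing of cultures stays open, since the numbers of the descriptions were not tested and likeness within slide columns could hide it.

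Of 100 splits of the 16 arrays, 1, the real split, gave as many as its 6 calls, and the highest other gave 0. Of 100 splits of the 15 arrays 1 gave as many as the real 17, and the highest other gave 5. Of the 35 splits that keep column mates together, 1 gave as many as the real 6 over 16 arrays, with 0 the highest other, and 1 as many as the real 17 over 15 arrays, with 15 the highest other. For the 6 calls over 16 arrays, every other split tried gave 0 calls, which argues against chance in the grouping if arrays are independent. With column mates kept together the real split can rank no better than 1 of 35, so that test is coarse. For the 17 calls over 15 arrays, chance in the grouping is also argued against only if arrays are taken as independent. There a split that keeps mates together gives 15, so the 0 over 16 arrays leaves an effect of column mates open. Slide and scan are shared with the treatment in both.

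Over 16 arrays the main choices gave 4 higher and 2 lower. With normexp 1 was higher and 0 lower, with no scaling 1 and 0, with the 75th percentile over all miRNAs 4 and 1, with quantile normalization 3 and 1, with the median 3 and 1, with Agilent's total gene signal 2 and 2, with the value table as deposited 0 and 1 in its own filing (1 and 0 by the scanner files), with miRNAs detected on all 16 arrays 1 and 1 (39 tested), and with quality weights 6 and 6. The methods' t-test gave 6 and 3 on unadjusted p and 4 and 2 after Benjamini-Hochberg. The 1 list shift by camera, of the lower miRNAs of Table 2, restates the study's choice on these samples. The number of shifts became 4 by fry, 4 with normexp, 3 with the 75th percentile over all miRNAs, with no scaling, with the median, with Agilent's total gene signal and with the value table, 5 with no filter and 4 without array 8 of slide 2. Agilent's detection criterion gave 4 of 17 miRNAs of Table 2 that differed in detection, where the main criterion gave 0 by Fisher's exact test (1 at an unadjusted p).

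Over 15 arrays the main choices gave 4 higher and 13 lower. Normexp gave 1 and 9, the 75th percentile over all miRNAs 10 and 4, quantile normalization 6 and 4, no scaling 11 and 3, the median 6 and 6, Agilent's total gene signal 4 and 18, the brightest probe 4 and 14, a raw floor of 1 or the 1st percentile 4 and 13, no filter 4 and 13, detection on all 15 arrays 2 and 12, quality weights 4 and 14, trend and robust settings 4 and 13, the methods' t-test 4 and 13 with and without adjustment, column mates averaged 3 and 17 and column mates as a random block 4 and 16. Without array 6 of slide 1 as well, 6 and 6 were called. The setting close to the paper's values gave 5 higher and 11 lower in the value table's filing.

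The value table's filing exchanges the groups, which reverses each sign by construction. It gave 2 higher and 4 lower over 16 arrays and 13 higher and 4 lower over 15, and miR-133a, the only 1 of the RT-qPCR miRNAs with a fold here, then had the direction of RT-qPCR (1 of 1, against 0 of 1 by the scanner files). miR-212 was then at 0.91, miR-133a at 0.53, miR-324-3p at -0.85, miR-199b-5p at -0.63, miR-487b at -2.06, miR-424 at -0.70 and the mean of the Table 2 lower list, less the median of all miRNAs and with miR-345-5p mostly at the floor, at -0.63. The authors' value table as deposited gave miR-212 0.80, miR-133a 0.96, miR-324-3p -0.42, miR-199b-5p -0.46, miR-424 -0.67, a log2 fold change of miR-487b of -1.58, and list means less the median of -0.32 for myoblast proliferation or block of differentiation, 0.58 for Table 2 higher and -0.46 for Table 2 lower.

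Other reversals came with quality weights and with leaving out array 8 of slide 2. With quality weights miR-208b was at -0.39, miR-29b at 0.13, miR-20b at 0.14, miR-502-3p at -0.12, the log2 fold change of miR-128 at -0.0841 and the log2 fold change of miR-196a at -0.0904. Leaving out each array in turn, the lowest value without array 8 of slide 2, miR-208b ranged from -0.62 to 0.30, miR-206 from -0.29 to 0.11, miR-93 from -0.10 to 0.20, miR-502-3p from -0.33 to 0.14, miR-486-5p from -0.37 to 0.42, miR-25 from -0.12 to 0.28, miR-155 from -0.19 to 0.24, miR-128 from -0.24 to 0.0663, miR-134 from -0.55 to 0.34, miR-196b from -0.35 to 0.26 and miR-196a from -0.36 to 0.26.

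Over 12 settings with 15 arrays, the myomiRs were below the other miRNAs by camera in 12 and past its threshold in 4 (adjusted p from 0.0020 to 0.14), and the CLCN5 cluster in 12 and 6 (0.0014 to 0.14). The myoblast proliferation list was above in 12 and past in 8 (0.0034 to 0.88). With an estimated correlation the 3 lists did not pass in any of the 12.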

Differences from the paper's values

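Of the values set beside the paper's, 3 differed. A log2 fold change counted as differing when its sign was opposite or its gap exceeded the pooled SD within slides. With an array at the floor, a ratio over 1.5-fold counted too. A count differed when it was over 1.5-fold apart. Signs and counts are first turned to slide 1 over slide 2, the direction of Table 2 and of the value table's filing, and then given by the scanner files. For miR-208b the paper's log2 fold change is 0.38, and the value here is -0.20 turned and 0.20 by the scanner files, over 16 arrays. Over 16 arrays miR-208b thus differed by its sign. It had the paper's sign and lay within that SD with no scaling (0.27), with the value table as deposited (0.22), with quality weights (0.39), without array 6 of slide 1 (0.00302) and without array 8 of slide 2 (0.62). All of these were set before the data were examined, and miR-208b differed under the other alternatives set then. The paper's number of miRNAs higher with GO is 5, and the number here is 2 turned and 4 by the scanner files. Among the alternatives set before the data were examined, quality weights (6) brought the turned count within 1.5-fold and the others did not. By the scanner files 4 is within 1.5-fold of the paper's number. None of the 4 is listed as higher in Table 2, and 2 of them, miR-324-3p and miR-199b-5p, are listed as lower. The paper's number of lower miRNAs is 12, and the number here is 4 turned and 2 by the scanner files. No alternative set before the data were examined brought the turned count within 1.5-fold. By the scanner files, leaving out array 8 of slide 2 gave 13, within 1.5-fold of the paper's number. This matches in number alone, since the 13 include the 5 miRNAs that Table 2 lists as higher and none that it lists as lower. The thresholds are those of the paper's methods.

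The other tested miRNAs of Table 2 with a fold had its sign once turned and lay within the pooled SD within slides (miR-345-5p has no fold). Array 8 of slide 2 widens this SD for miR-188-5p (SD 1.26 log2), miR-685 and miR-92a. The setting of Agilent's total gene signal with its minimum of 0.1, the 75th percentile over all miRNAs, no filter, the methods' t-test, 15 arrays and the value table's filing was chosen after seeing the values and after several others were looked at. Its largest gap to Table 2 over the 17 miRNAs was 0.01 log2, and it called 16 of them, 5 higher and 11 lower, and so drops 1 of the paper's calls, miR-222 (adjusted p = 0.11 after the methods' t-test). It also calls miRNAs of Table 2 that have no fold here, such as miR-675 and miR-708.

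Of the 12 tested miRNAs of Table 2, 10 have its direction over 16 arrays by the value table's filing and the opposite direction by the scanner files, and miR-208b has the reverse. miR-345-5p has no fold, and its detection on slide 2 alone runs as in Table 2 by the value table's filing. The paper states that miR-675, miR-10a, miR-502-5p, miR-708 and miR-142-3p were lower with GO. Here they were detected on 0 of 16 arrays by the main criterion and have no fold. By Agilent's criterion each was detected on more arrays of slide 2 (4 at an adjusted p under 0.05 by Fisher's exact test, and miR-142-3p on 2 and 7 of 8 arrays, adjusted p = 0.115). These counts run in the paper's direction by the value table's filing and the opposite by the scanner files. They do not settle the level. Without array 8 the median summed signals of slides 1 and 2 were 9.45 and 9.40 for miR-502-5p and 11.3 and 10.6 for miR-142-3p. For miR-675, miR-10a and miR-708 they were higher on slide 2. Agilent's criterion asks for a multiple of the error, and the additive error was 2.07 to 6.92 on slide 1 and 1.61 to 1.83 on slide 2. The paper draws miR-212 as lower with GO in Figure 9, against Table 2. Here miR-212 was at -0.91 for slide 2 over slide 1, which is lower with GO by the scanner files and higher by the value table.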

Other observations

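In this part all tests on the decreases of Table 2 and on the slide columns were chosen only after the results were seen. Over 15 arrays the HOX cluster miRNAs had 3 of 3 tested members lower on slide 2 (3 when adjusted over the list alone), but 3 of 3 lay above 0 with no scaling and 1 of 3 under the 75th percentile over all miRNAs. miR-10b, which lies near HOXD4, differed by -0.30 (adjusted p = 0.0011), miR-196a by -0.36 (adjusted p = 0.0011) and miR-196b by -0.35 (adjusted p = 0.0022), each on 7 of 7 arrays (camera adjusted p = 0.44, and adjusted p = 0.96 with an estimated correlation). Over 16 arrays 3 of 3 did not pass (camera adjusted p = 0.96). Of the 44 miRNAs on the array in the list of the DLK1-DIO3 cluster, 3 were tested. This list was matched by name. It takes in miR-493a, mapped to chromosome 12, and leaves out others such as miR-412 and miR-496, mapped among its members on chromosome 24. miR-487b was higher, miR-134, which is enriched in neurons, was lower at -0.55 (standard error 0.146, adjusted p = 0.0056, 7 of 7 arrays), and miR-494 stood at -0.14 (adjusted p = 0.52, below on 6 of 7) and above 0 under the 4 other scalings. With 1 higher and 1 lower (the same when adjusted over the list alone), the tested members of this list had a median of -0.14 and a mean of 0.25, with camera above the other miRNAs (adjusted p = 0.070, and adjusted p = 0.55 with an estimated correlation). Over 16 arrays 1 was higher (1 when adjusted over the list alone), at a mean of 0.87 (camera adjusted p = 0.15, and adjusted p = 0.59 with an estimated correlation). miR-590-5p was at 0.21 over 16 arrays (adjusted p = 0.0045, above on 7 of 8) and at 0.04 over 15 (adjusted p = 0.46, above on 4 of 7).

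Of 7 let-7 miRNAs, which rise as cells differentiate, 7 did not pass over 15 arrays. They lay below 0 under the main scaling and 7 of 7 above 0 under the 4 others, with let-7e at -0.13 (adjusted p = 0.25, below on 6 of 7). Camera ranked the family above the other miRNAs although its mean was -0.10 (adjusted p = 0.27, and adjusted p = 0.96 with an estimated correlation), and over 16 arrays 7 of 7 did not pass (camera adjusted p = 0.86). The miR-29 family had 1 higher and 2 lower over 15 arrays (the same when adjusted over the list alone), but 3 of 3 above 0 under the 75th percentile over all miRNAs and with no scaling, with a mean of -0.05 and camera above the others (adjusted p = 0.93). Over 16 arrays 3 of 3 did not pass (camera adjusted p = 0.96). Of 8 miRNAs of p53 and DNA damage, 6 were lower over 15 arrays (6 when adjusted over the list alone), but 7 of 8 lay above 0 under the 75th percentile over all miRNAs and with no scaling. miR-16, which represses cyclins, differed by -0.30 (adjusted p = 0.0024, 7 of 7 arrays), miR-22 by -0.31 (adjusted p = 0.0087, 7 of 7) and miR-107b by -0.19 (adjusted p = 0.016, 7 of 7). Camera gave an adjusted p = 0.51 (adjusted p = 0.96 with an estimated correlation), and over 16 arrays 8 of 8 did not pass (camera adjusted p = 0.65). Of 4 endothelial and smooth muscle markers, miR-424, which also stands in the differentiation list, was higher over 16 and over 15 arrays (1 in each when adjusted over the list alone), with camera above the others (adjusted p = 0.20 over 16 arrays, adjusted p = 0.35 with an estimated correlation, and adjusted p = 0.071 over 15, adjusted p = 0.83 with an estimated correlation). The median of these markers over 15 arrays was -0.04 and the mean 0.02. The only blood cell marker tested, miR-486-5p, stood at 0.33 over 16 arrays (adjusted p = 0.66, above on 1 of 8), and the only marker of other tissues tested, miR-128, at -0.24 over 15 arrays (adjusted p = 0.029, below on 7 of 7) and above 0 with no scaling.

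Table 2 lists miR-675, miR-10a, miR-502-5p, miR-708, miR-345-5p and miR-142-3p with decreases far above those of the other miRNAs. The size of these folds is consistent with the minimum that Agilent sets where a miRNA is not detected, since 6 of the 6 stood at that minimum on over 50% of the arrays of slide 1 and had the fold of Table 2 to within 0.01 log2 when it was used, in a setting chosen after seeing the values. Without that minimum the log2 ratios of the summed probe signals had a median of 0.59. A difference in amount of at least 10-fold stays open, although 0 of the 6 reached it, because signals that are not above background on most arrays do not bound the amount. The negative controls of slide 1 were brighter and wider, and whether slide or treatment lies behind the minimum cannot be told apart, since each slide holds 1 group.

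On slide 2, arrays of the same slide column resembled each other, with an SD of the log2 ratio of 0.0474 to 0.0619 for 3 pairs of column mates against a median of 0.137 for other pairs, and 6 of 6 arrays closest to their mate. On slide 1 the mates were at 0.0884 to 0.280 against a median of 0.260, and 3 of 8 arrays were closest to theirs. A position effect shared by both slides is argued against, since the column profiles of the slides had a mean correlation of -0.465, and an effect of position on slide 2 alone was not tested. A shared source of RNA, culture or labelling for column mates may remain, with 9 of 14 arrays closest to their mate, and cannot be told apart from the rest because nothing labels the columns. With column mates as a random block the correlation within pairs was 0.67, and 4 miRNAs were higher and 16 lower over 15 arrays.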
